# Phosphatidylinositol-3 kinase signaling controls survival and stemness of hematopoietic stem and progenitor cells

**DOI:** 10.1038/s41388-021-01733-5

**Published:** 2021-03-13

**Authors:** Sasja Blokzijl-Franke, Bas Ponsioen, Stefan Schulte-Merker, Philippe Herbomel, Karima Kissa, Suma Choorapoikayil, Jeroen den Hertog

**Keywords:** Cell signalling, Stem cells, Stem cells

## Abstract

Hematopoietic stem and progenitor cells (HSPCs) are multipotent cells giving rise to all blood lineages during life. HSPCs emerge from the ventral wall of the dorsal aorta (VDA) during a specific timespan in embryonic development through endothelial hematopoietic transition (EHT). We investigated the ontogeny of HSPCs in mutant zebrafish embryos lacking functional pten, an important tumor suppressor with a central role in cell signaling. Through in vivo live imaging, we discovered that in *pten* mutant embryos a proportion of the HSPCs died upon emergence from the VDA, an effect rescued by inhibition of phosphatidylinositol-3 kinase (PI3K). Surprisingly, inhibition of PI3K in wild-type embryos also induced HSPC death. Surviving HSPCs colonized the caudal hematopoietic tissue (CHT) normally and committed to all blood lineages. Single-cell RNA sequencing indicated that inhibition of PI3K enhanced survival of multipotent progenitors, whereas the number of HSPCs with more stem-like properties was reduced. At the end of the definitive wave, loss of Pten caused a shift to more restricted progenitors at the expense of HSPCs. We conclude that PI3K signaling tightly controls HSPCs survival and both up- and downregulation of PI3K signaling reduces stemness of HSPCs.

## Introduction

Stem cells define a particular type of cells that maintain self-renewal capacity and may differentiate into multiple cell types at the same time. Hematopoietic stem and progenitor cells (HSPCs) are multipotent cells giving rise to all blood lineages during life [1–3]. In all vertebrates, an initial primitive wave of hematopoiesis occurs in the embryo, giving rise to primitive erythrocytes and myeloid cells. A definitive wave follows in which HSPCs are generated that will found multi-lineage hematopoiesis in developmentally successive hematopoietic organs up to adulthood. Our understanding of the emergence of HSPCs during the definitive wave is derived primarily from pioneer live in vivo imaging [4–6]. HSPCs emerge in a process whereby cells in the ventral wall of the dorsal aorta (VDA) undergo an endothelial to hematopoietic transition (EHT) [5] and then transiently colonize the fetal liver in mammals [7], or the caudal hematopoietic tissue (CHT) in zebrafish [8]. There, HSPCs expand and differentiate into all blood lineages and supply the developing embryos with mature blood cells. Subsequently, HSPCs migrate again to colonize the thymus and the bone marrow in mammals [7] or whole kidney marrow in fish [8] to produce blood cells in the adult.

HSPCs are tightly regulated in terms of dormancy, self-renewal, proliferation, and differentiation. Disrupting this balance can have pathological consequences such as bone marrow failure or hematologic malignancy. The tumor suppressor, PTEN, has an important role in hematologic malignancies, particularly T-lineage acute lymphoblastic leukemia (T-ALL). Deleterious mutations in *PTEN* appear in 5–10% of T-ALL cases and about 17% of patients lack PTEN expression in the hematopoietic lineage [9, 10]. PTEN counteracts phosphatidylinositol-3 kinase (PI3K) and hence acts upstream in the PI3K-Akt (also known as Protein kinase B) pathway [11]. Loss of PTEN function results in hyperactivation of the PI3K-Akt signaling pathway. Clonal evolution of leukemia-propagating cells in zebrafish highlights the role of Akt signaling in the process [12]. Conditional deletion of Pten in mice in hematopoietic stem cells (HSCs) in adult bone marrow promotes HSC proliferation, resulting in depletion of long-term HSCs, indicating that Pten is essential for the maintenance of HSCs [13, 14].

The zebrafish genome encodes two *pten* genes with redundant function designated *ptena* and *ptenb* [15]. Single mutants display no morphological phenotype and are viable and fertile, but mutants that retain only a single wild-type copy of *pten* develop hemangiosarcomas during adulthood [16]. *Ptena*^*−/−*^*ptenb*^*−/−*^ mutants lack functional Ptena and Ptenb, are embryonic lethal at 5–6 days postfertilization (dpf), and display hyperplasia and dysplasia [15]. We reported that double mutant zebrafish larvae lacking functional Pten display increased numbers of HSPCs in the CHT at 4–5 dpf. Whereas these HSPCs commit to different blood lineages, they fail to differentiate into mature blood cells. Inhibition of PI3K using LY294002, which compensates for the loss of Pten, restores differentiation of HSPCs into mature blood cells. Hence, loss of Pten enhances HSPCs proliferation and arrests differentiation [17].

The past decades have led to an increase in our knowledge of hematopoiesis, but we are still far from a complete understanding of how HSPCs are established. Likewise, the role of Pten in steady-state hematopoiesis has been studied, but its potential role in the ontogeny of HSPCs is not fully understood. We have addressed these questions in zebrafish larvae. We imaged the emergence of HSPCs from the VDA in vivo in *ptena*^*−/−*^*ptenb*^*−/−*^ embryos and in PI3K inhibitor treated wild-type embryos, which showed surprisingly similar defects. Furthermore, we performed single-cell RNA sequencing (scRNA-seq) during the onset and at the end of the definitive wave. Our results indicate that elevated and reduced PI3K signaling had opposite effects on HSPCs at the end of the definitive wave.

## Results

### The onset of the definitive wave of hematopoiesis is independent of Pten

The onset of the definitive wave starts at 32 h postfertilization (hpf) with the specification of endothelial cells that will become HSPCs in the floor of the dorsal aorta (DA) in the AGM region (Fig. 1a), a conserved process between mammals and zebrafish [4–6]. *Runx1* expression from 32 hpf onwards and *c-myb* expression from 35 hpf onwards mark the hemogenic endothelium of the VDA and its HSPC progeny [8, 39]. We found that *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos expressed *runx1* and *c-myb* along the VDA during the period that HSPCs emerge (between 30 and 44 hpf) just like their siblings (Fig. S1), indicating that loss of Pten does not affect the number of hemogenic endothelial cells.

**Fig. 1:**
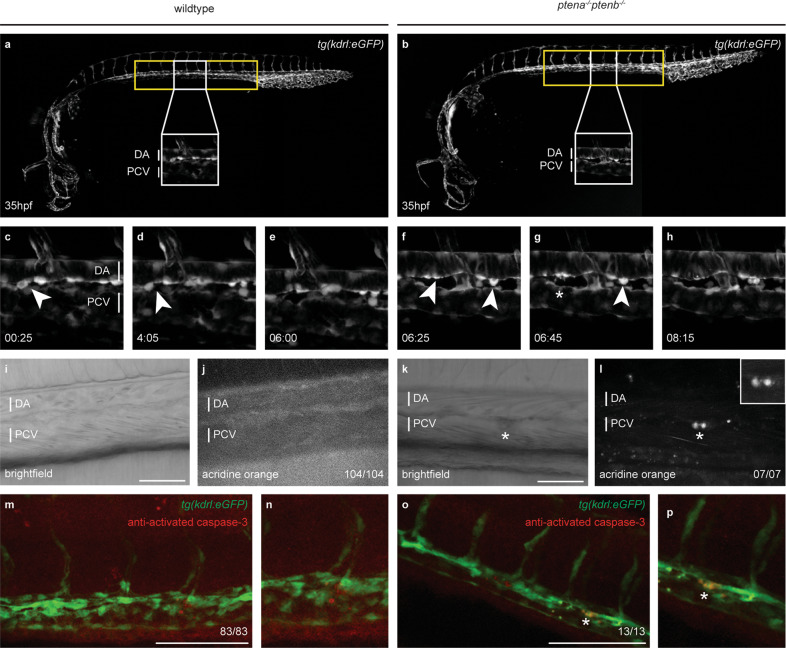
A population of HSPCs fails to complete EHT and undergoes apoptosis in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos. **a**, **b** Brightfield image of a wild-type or *ptena*^*−/−*^*ptenb*^*−/−*^ mutant zebrafish embryo at 35 hpf. The area from which HSPCs originate is indicated with a yellow box. A close up is indicated with a white box. **c**–**h** Four-dimensional imaging of *tg(kdrl:eGFP)* wild-type or *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos between 35 and 48 hpf. Still frames from Movie S1. Arrowheads: HSPCs undergoing EHT; asterisk: disintegrating HSPCs. Confocal image z-stacks (2 µm step size, with ×40 objective and ×2 zoom; anterior to the left; maximum projections of a representative embryo; time in hh: mm. **i**–**l** Acridine orange staining. Arrows and circles: HSPCs in VDA of 40–45 hpf embryos. Asterisks: apoptotic HSPCs. Scale bar: 50 µm. Representative embryos are shown and the number of embryos that showed this pattern/total number of embryos is indicated. DA dorsal aorta, PCV posterior cardinal vein. **m**–**p** confocal images of apoptotic endothelial cells in the VDA of fixated wild-type or *ptena*^*−/−*^*ptenb*^*−/−*^ mutant zebrafish embryos. In green: *tg(kdrl:eGFP)*; in red: anti-activated caspase-3 immunohistochemistry staining. Apoptotic cells are indicated with an asterisk. Representative embryos are shown and the number of embryos displaying this particular pattern/total number of embryos is indicated in the bottom right. Anterior to the left; 2 µm step size; maximum projections; scale bar: 100 µm.

### Loss of Pten results in apoptosis of HSPCs during EHT in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos

In zebrafish, endothelial cells from the VDA transform into HSPCs in a process called EHT [5]. Subsequently, HSPCs join the blood flow in the underlying posterior cardinal vein to transiently seed the CHT [4, 5, 8]. We monitored EHT events in the AGM by time-lapse confocal imaging of an area spanning two adjacent intersegmental vessels in the tg*(kdrl:eGFP)* transgenic background from 35 to 48 hpf (Fig. 1a, b). The vasculature of *ptena*^*−/−*^*ptenb*^*−/−*^ mutants and siblings was indistinguishable at this stage [40]. The floor of the aorta in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos displayed the characteristic contraction then bending of cells toward the subaortic space [5], indicating that the initiation of EHT was normal in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos. However, half of the EHT events in *ptena*^*−/−*^*ptenb*^−^^*/−*^ mutant embryos were abortive, in that 13 out of 24 HSPCs (54% in 9 embryos) failed to detach and disintegrated (Fig. 1c–h and Movie S1). In contrast, siblings or wild-type embryos did not display abortive EHT (*n* = 75 in total). Live imaging using acridine orange [30] revealed apoptotic cells in the DA of *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos, but not siblings (Fig. 1i–l). Activated caspase-3 immunostaining [31] confirmed apoptosis of *kdrl:eGFP*-positive cells at the VDA in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos (Fig. 1m–p). Hence, about half of the HSPCs in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos failed to complete EHT and instead underwent apoptosis.

### The number of HSPCs that colonize the CHT is reduced in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos

Following EHT, HSPCs transiently colonize the CHT [8]. We generated a tg*(kdrl:Dendra2)* transgenic line. The Dendra2 protein along the entire VDA was photoconverted green-to-red between 26 and 28 hpf, i.e. before the onset of EHT events (Fig. 2a). Photoconverted HSPCs in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos colonized the CHT between 50 and 60 hpf, albeit less HSPCs were detected than in the CHT of siblings (Fig. 2b, c). We quantified the number of HSPCs that colonized the CHT at 48 hpf, i.e. by the peak of HSPC emergence from the VDA, using tg*(cd41:eGFP)* embryos, which express low GFP (GFP^low^) in HSPCs [20, 41]. Consistent with the initial apoptosis of half of the EHT-derived HSPCs, 51% less GFP^low^ HSPCs were detected in the CHT of *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos at 48 hpf compared to siblings (Figs. 2d–f and S2). When injected with *ptenb*-mRNA at the one-cell stage, *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos did no longer show a significant loss of HSPCs compared to their siblings (Fig. 2g), indicating that the observed defects indeed were caused by loss of functional Pten.

**Fig. 2:**
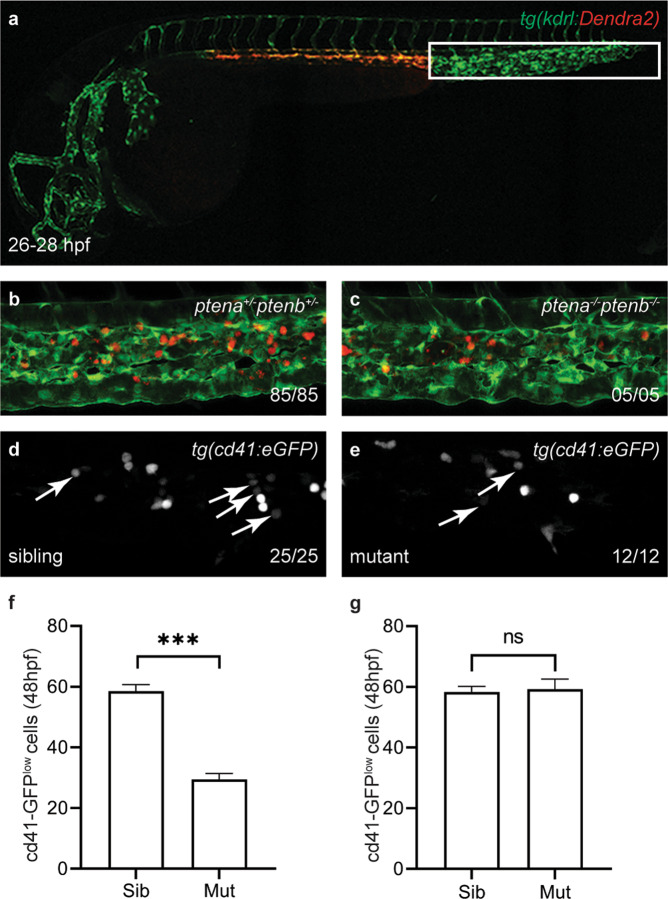
Less HSPCs colonize the CHT in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos than in wild-type. **a** The VDA of *tg(kdrl:Dendra2)* was photoconverted green-to-red at 26–28 hpf. By 50–60 hpf red HSPCs derived from the photoconverted VDA had colonized the CHT in **b** sibling and **c** *ptena*^*−/−*^*ptenb*^*−/−*^ larvae. **d** The number of GFP^low^ HSPCs at 48 hpf in the CHT of *tg(cd41:eGFP)* siblings (sib) (*n* = 25) (**e**) and *ptena*^*−/−*^*ptenb*^*−/−*^ mutants (mut) (*n* = 12) (**f**) is expressed as average number of cells in siblings (*n* = 41) or *ptena*^*−/−*^*ptenb*^*−/−*^. Mutants (*n* = 18) (**g**) is expressed as average number of cells in siblings (*n* = 33) or *ptena*^*−/−*^*ptenb*^*−/−*^ mutants after injection with synthetic *ptenb-*mRNA (*n* = 15). Error bars indicate standard error or the mean (SEM). Shapiro–Wilk test for normal distribution and Welch’s two-tailed *t*-test were used for statistical analysis; ***p < 0.001. Representative embryos are shown and the number of embryos that showed this pattern/total number of embryos is indicated.

### PI3K inhibition rescues EHT events in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos but is detrimental for HSPCs in wild-type embryos

To address whether apoptosis of half of the EHT-derived HSPCs was due to enhanced PI3K signaling, embryos were treated with the PI3K inhibitor LY294002 from the onset of EHT (32 hpf) onwards. Inhibition of PI3K prevented apoptosis of HSPCs in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos, in that none of the HSPCs that we imaged disintegrated (Table 1) (Fisher’s exact test, *p* = 0.0013) (Fig. 3a–c). Surprisingly, in wild-type and sibling embryos that were treated with LY294002 in parallel with the *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos, disintegrating HSPCs in the VDA were observed (*n* = 6) (Fig. 3d–g and Movie S2) (Fisher’s exact test, *p* = 0.021).

**Table 1:** Number of apoptotic cells during EHT.

	Embryos (*n*)	HSPCs			
		Apoptosis	Escapers	%Apoptosis	%Escapers
Wild-type					
Control	13	0	24	0	100
LY294002	6	6	9	40	60
*ptena*^*−/−*^*ptenb*^*−/−*^					
Control	9	13	11	54	46
LY 294002	5	0	21	0	100

The number of cells undergoing apoptosis during EHT was determined in control and LY294002 (5 µM from 32 hpf onwards) treated wild-type and *ptena*^*−/−*^*ptenb*^*−/−*^ embryos (35–48 hpf) by confocal time-lapse imaging. The number of embryos that was imaged is given as well as the number of apoptotic HSPCs or surviving HSPCs. The percentages of emerging or apoptotic HSPCs relative to the total number of HSPCs are also indicated.

**Fig. 3:**
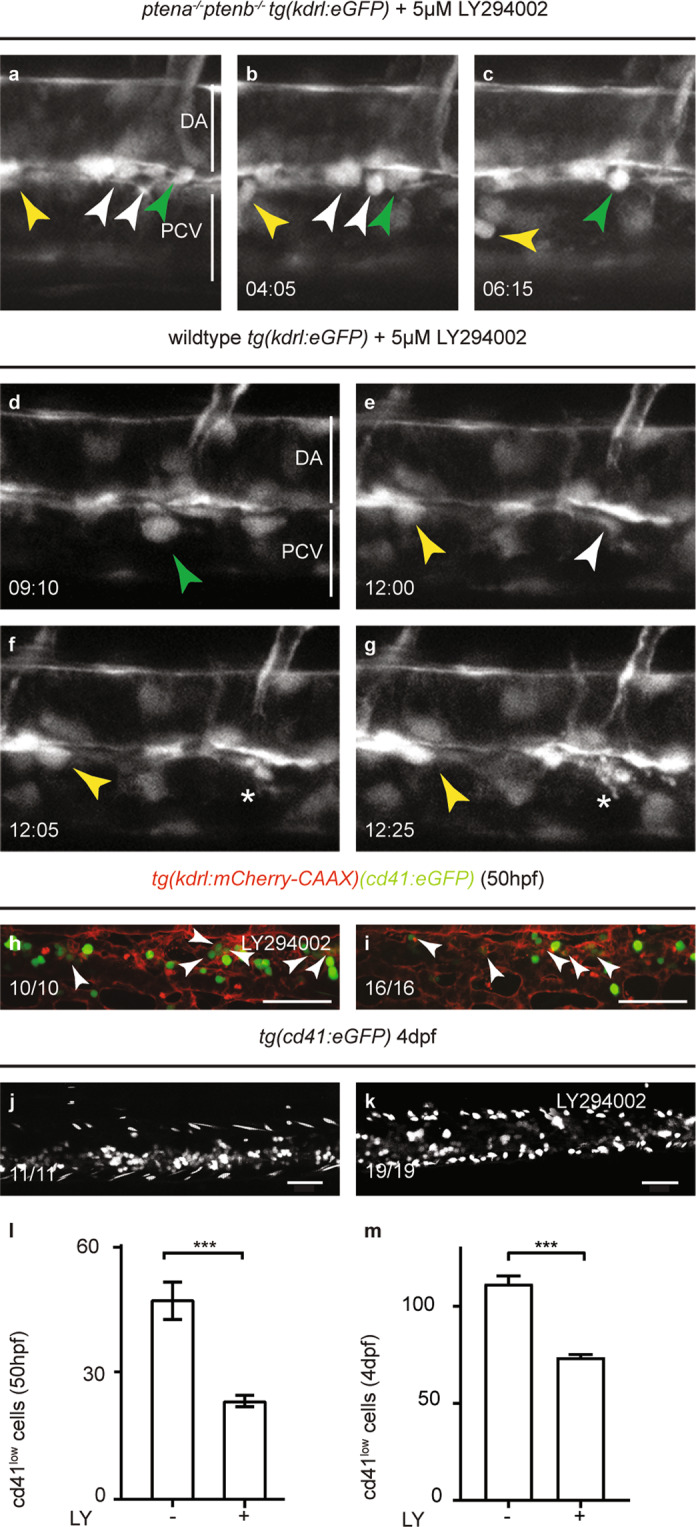
Inhibition of PI3K rescued EHT in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos, but induced abortive EHT in wild-type embryos. **a**–**g** Four-dimensional imaging of *tg(kdrl:eGFP)* transgenic embryos. **a**–**c** *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos and **d**–**g** wild-type embryos. Imaging was done from 35 hpf onwards following treatment with 5 µM LY294002 from 32 hpf. Still frames from movie S3 (**a**–**c**) and movie S4 (**d**–**g**). arrowheads: HSPCs. Asterisks: disintegrating HSPCs. Different colors of arrowheads distinguish separate EHT events. Images were taken with ×40 objective and ×1 zoom. Time in hh:mm; DA dorsal aorta, PCV posterior cardinal vein. **h**, **i** CHTs of *tg(kdrl:mCherry-CAAX/cd41:eGFP)* control (*n* = 10) and LY294002-treated (5 µM, 32–50 hpf) (*n* = 16) embryos were imaged at 50 hpf. The vasculature is highlighted in red (mCherry) and some GFPlow HSPCs are indicated by arrows. **j**, **k** CHTs of tg(cd41:eGFP) control (*n* = 11) and LY294002-treated (5 µM, 30–60 hpf) (*n* = 19) embryos were imaged at 4 dpf. Anterior to the left; 2 µm step size. Representative embryos are shown and the number of embryos that showed this pattern/total number of embryos is indicated. The number of GFP^low^ HSPCs was determined at 50 hpf (**l**) and 4 dpf (**m**) and is expressed as average number of cells; error bars indicate standard error of the mean (SEM). Shapiro–Wilk test for normal distribution and Welch’s two-tailed *t*-test were used for statistical analysis; ***p < 0.001.

Consistent with abortive EHT events upon LY294002 treatment, significantly less GFP^low^ HSPCs in *tg(cd41:eGFP)* transgenic embryos colonized the CHT of LY294002-treated wild-type embryos at 50 hpf (Fig. 3h, i, l), comparable to the reduction observed in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos (Fig. 2d). This reduction of HSPCs persisted through 4 dpf in LY294002-treated embryos (Fig. 3j, k, m). These data suggest that normal, i.e. not too high and not too low PI3K activity levels are essential for emergence of HSPCs.

### PI3K inhibition in wild-type embryos results in HSPCs that engage in all blood lineages

In situ hybridization was performed using a panel of blood progenitor markers. LY294002 treatment reduced expression of the HSPC marker *c-myb* at 4 dpf (Fig. 4a, b). The lineage markers *globin* (erythroid lineage), *ikaros* (lymphoid lineage), and *l-plastin* (pan-leukocytic, including myeloid lineage) were expressed, but reduced in LY294002-treated larvae compared to controls (Fig. 4c–h). LY294002-treated HSPCs also committed to the thrombocytic lineage as demonstrated by GFP^high^ cells in tg*(cd41:eGFP)* embryos at 5 dpf [20] (Fig. 4i, j). The number of GFP^low^ cells in the definitive hematopoietic organs, thymus, and kidney of 8 and 12 dpf *tg(cd41:eGFP)* larvae was reduced in response to LY294002 (Fig. 4k–n). These results show that reduced PI3K signaling did not block specification of particular blood lineages, but that the reduction in HSPC numbers affected founding of the definitive hematopoietic organs by HSPCs.

**Fig. 4:**
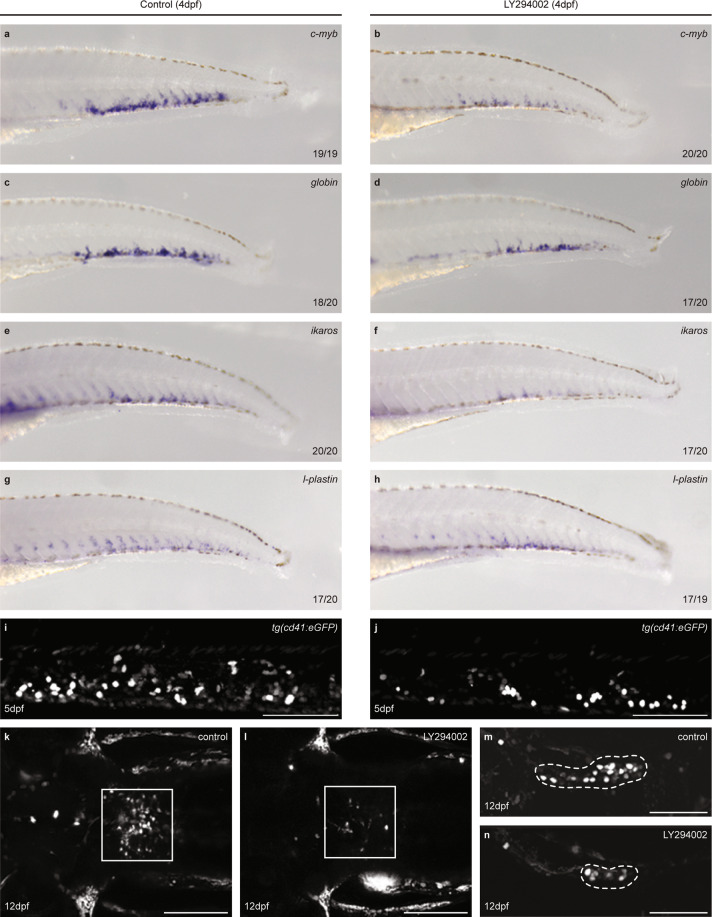
HSPCs of LY294002-treated embryos engage in all blood lineages, but show impaired colonization of definitive hematopoietic organs. **a**–**h** Control and LY294002-treated (from 32–60 hpf) embryos were fixed at 4 dpf. Markers for definitive blood lineages were assessed by in situ hybridization in the CHT: *c-myb* (HSPCs; **a**, **b**), *globin* (erythrocyte lineage; **c**, **d**), *ikaros* (lymphocyte lineage; **e**, **f**), *l-plastin* (leukocytes; **g**, **h**). Representative embryos are shown, with anterior to the left. The number of embryos that showed a particular pattern/total number of embryos is indicated in the bottom right corner of each panel. **i**, **j** GFP^high^ thrombocytes were imaged at 5 dpf in tg(cd41:eGFP) embryos. Scale bar: 100 µm. **k**–**n** High-resolution imaging at 12 dpf of kidney (**k**, **l**, dorsal view) (control, *n* = 6; LY294002-treated, *n* = 8; 4 µm step size) and thymus (**m**, **n**, lateral view) (control, *n* = 6; LY294002-treated, *n* = 7; 2 µm step size). Anterior to the left; maximum projections of representative larvae. Scale bar: 100 µm.

### Singe-cell RNA sequencing reveals two types of HSPCs, one of which is preferentially lost upon inhibition of the PI3K-pathway

To investigate transcriptomic changes in HSPCs between LY294002-treated embryos and their controls during EHT, we performed scRNA-seq. Transgenic tg*(kdrl:mCherry-CAAX/cd41:eGFP)* embryos were treated with LY294002 and AGM regions were isolated by dissection at 36hpf. The AGM regions of ~2000 control embryos were pooled and likewise, 2000 LY294002-treated embryos. The cells were dissociated and sorted for mCherry^+^/eGFP^low^ using FACS, after which the SORT-Seq protocol was performed [34] (Fig. S3). 

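SORT-seq sorts single cells into the wells of a plate and marks the transcripts of each cell with a cell barcode and with unique molecular identifiers (UMIs), so that UMIs count transcripts. The deposited data for the AGM at 36 hpf comprise 12 plates of 384 wells. By their labels, 4 plates hold cells from control embryos (C1 to C4), 5 hold cells from LY294002-treated embryos (L1 to L5) and 3 hold cells of both treatments (X1 to X3). Plates C1, C2, L1, L2, X1 and X2 were sorted on days 1 to 4 and the other 6 plates on days 10 to 12, so that both sort periods hold plates of both treatments, although C1 and C2 were sorted on day 1 and L1 and L2 on day 4, and the later control plates on days 10 and 11 and the later treated plates on days 11 and 12, so that treatment and sort day are not fully separated within a period. The authors mapped the reads to the Zv9 transcriptome and deposited the UMIs counted per gene and well, corrected for UMI collisions and not normalized. Total UMIs per plate ranged from 2618464 to 5366929 on the control plates (median 4738332), from 1837137 to 4926424 on the plates of LY294002-treated embryos (median 3198560) and from 2269992 to 8298215 on the plates of both treatments (median 4423007). Following the methods of the paper, wells with at least 1500 UMIs were taken as cells, and genes with at least 5 UMIs in at least 5 cells were used for the clustering. RaceID3 was not available, and its main steps were followed instead. Counts were divided by the total of the cell, genes more variable than a quadratic fit of the log2 variance on the log2 mean were selected, and k-medoids clustering with 5 clusters was done on 1 minus Pearson's r. The cells of all 12 plates were clustered together. The 15 genes found that are encoded by the mitochondrial genome, AC024175.4 among them, and tmed1b took no part in the distance, because the paper compares AC024175.4 and tmed1b between clusters and because the level of AC024175.4 can differ between treatments. Clusters were named by the marker genes of Table S1 and are called HSPC-like, EHT-like and so on. A plate was taken as a replicate, because the cells of a plate are not independent. Control and LY294002 were compared on the 4 and 5 plates of a single treatment, since the treatment of each well of the other 3 plates was not among the data used. All wells were used, although the labels of the plates of days 10 to 12 say that the study left some out. Shares of cells were compared with an exact permutation test (two-sided) of the mean share over plates, with Benjamini-Hochberg adjustment over the named classes. The p is 2 times that of the smaller tail, so that the smallest it can take with 4 plates against 5 is 0.0159. For genes, counts were summed per plate and class where a plate held at least 20 cells of the class, rounded, and tested with edgeR's quasi-likelihood test with the sort period as a term. Standard errors given with edgeR were derived from the test, as the absolute log2 fold change divided by the square root of its F statistic.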

Isolation of 3219 cells in total, i.e. <1 kdrl^+^/cd41^low^ (mCherry^+^/GFP^low^) HSPC per embryo, was in line with earlier reports (3 HSPCs per embryo per hour [5, 42]). After FACS filtering, 2512 cells remained. 

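Of the 4608 wells of the 12 plates, 3716 had at least 1500 UMIs. The control plates gave 1321 of these cells (243 to 378 per plate), the plates of LY294002-treated embryos 1519 (122 to 363 per plate) and the plates of both treatments 876 (142 to 373 per plate). The median number of UMIs per cell was between 9289 and 13444 on the control plates, between 5575 and 13189 on the plates of LY294002-treated embryos and between 9211 and 15390 on the plates of both treatments. On plate L5, 245 wells had fewer than 500 UMIs. The 5 clusters were named HSPC-like (1375 cells), neutrophil-like (1022), monocyte-like (682) and EHT-like (354), and the remaining 283 cells stayed unnamed, because their leading genes included 7 of the skin genes and no class reached the lowest marker score.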

RaceID3 [43] was used for differential gene expression analysis and clustering of the cells (Fig. 5). The resulting t-SNE map highlighted particular cell types, in line with recent scRNA-seq studies of hematopoietic organs of zebrafish [44–51], which expressed validated hematopoietic lineage markers (Table S1). Cells in clusters 2 and 4 expressed HSPC-related genes, such as *gata2b, gfi1aa, meis1b, myb*, and *pmp22b*, consistent with expression in mammalian HSCs and zebrafish HSPCs [45–49, 51] (Fig. 5a, b). 

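The main clustering gave 1 HSPC-like cluster, of 1375 cells with a median of 11744 UMIs, in which 14 of the 15 HSPC markers of Table S1 were raised. Values below are means of CPM, the UMIs of a gene scaled to a common number of UMIs, over the plates with at least 20 cells of the class, n = 12 plates for HSPC-like cells and n = 11 for neutrophil-like cells, whose median was 12379 UMIs. Expression of gata2b (ENSDARG00000009094) was 68.1 ± 26.1 CPM (SD) in HSPC-like cells and 2.04 ± 2.07 in neutrophil-like cells, with at least 1 UMI in 31.9% and 1.86% of cells. The corresponding values of gfi1aa were 64.7 ± 37.5 and 2.78 ± 2.37 CPM, with a UMI in 20.2% and 3.42% of cells. Expression of meis1b was 219 ± 92.4 CPM in HSPC-like cells, 8.02 ± 3.80 in neutrophil-like cells and 137 ± 95.2 in EHT-like cells. For myb, 275 ± 76.3 CPM were found in HSPC-like cells and 109 ± 53.6 in neutrophil-like cells, where 41.8% of cells had a UMI, against 72.8% of HSPC-like cells. In monocyte-like cells (median 11490 UMIs), myb was at 10.4 ± 5.99 CPM, with a UMI in 9.97% of cells. Expression of pmp22b was 948 ± 214 CPM in HSPC-like cells, 27.2 ± 14.4 in neutrophil-like cells and 499.6 ± 114 in EHT-like cells. The lowest HSPC-like plate was above the highest neutrophil-like plate for gata2b, gfi1aa, meis1b and pmp22b, and the plates overlapped for myb.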

RaceID3 subdivided the main HSPC cluster into two, HSPCs I and HSPCs II. 

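In the main clustering the HSPC-like cells formed a single cluster. With 7 clusters in place of 5 and with all genes in the distance, a single cluster was again named HSPC-like. With all genes in the distance, however, the HSPC-like cells of the main clustering fell mainly into 2 clusters, with more and less AC024175.4. These held 57 and 28 of the HSPC-like cells of C1 (AC024175.4 at 4.23% and 1.28% of UMIs), 11 and 138 of C3 and 133 and 11 of L1. Genes were not compared between these clusters, so that the comparison of the HSPC clusters rests on divisions chosen after the data were seen. In the first, the 1375 HSPC-like cells were divided in 2 by k-medoids with all genes in the distance, AC024175.4 and tmed1b included. Cluster 1 of this division is the one with more AC024175.4. The same division without the mitochondrially encoded genes and tmed1b put at most 25.0% of the HSPC-like cells of a plate (L5, 7 cells) in its smaller cluster. In the other, Leiden clustering of log-normalized principal components, set before the data were examined as an alternative for the clustering of all cells, gave a pair of HSPC-like clusters of 859 and 280 cells, again without these genes in the distance.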

Expression of *ENSDARG00000080337_ACO24175.4* and *tmed1b* was higher in the HSPCs II cluster (cl2) than the HSPCs I cluster (cl4) (Figs. 5h and S3) and the expression of several other genes was also significantly different between these clusters (Fig. S4). 

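Between the clusters of each division, counts summed per plate and cluster were compared with edgeR, with the plate as a block, on the plates with at least 20 cells in both clusters. In the division with all genes in the distance, this left C1, C2 and X3. AC024175.4 (ENSDARG00000080337) was higher in cluster 1 than in cluster 2 by construction, since it took part in the distance, and the log2 fold change of cluster 2 over cluster 1 was -1.46 (standard error 0.082, adjusted p = 1.6e-05, n = 3 plates, edgeR). The log2 fold change of tmed1b (ENSDARG00000017255, on chromosome 1 of GRCz12tu from 62177885 to 62187699) was -0.33 (standard error 0.34, adjusted p = 1.00, edgeR) in the same direction, and leaving out 1 plate moved it between -1.14 (without C1) and 0.011 (without C2). Of 7319 genes tested, 7 passed an adjusted p of 0.05, 5 higher in cluster 1 and 2 higher in cluster 2, which is no independent test, since genes in the distance formed the clusters. In the Leiden clusters, which were formed without both genes, n = 6 plates could be compared. AC024175.4 differed by a log2 fold change of -0.17 (standard error 0.042, adjusted p = 0.0039, edgeR) of the cluster of 280 cells over that of 859, and tmed1b by 0.0017 (standard error 0.17, adjusted p = 0.997, edgeR). The difference in AC024175.4 no longer passed the threshold with DESeq2 (-0.16, adjusted p = 0.174) or without C2 (-0.12, adjusted p = 0.0625, edgeR). The plate means of AC024175.4 in HSPC-like cells spanned 3.04 on the log2 scale, and 51.3% of the variance of its log2 share among HSPC-like cells lay between plates. Of the variance within plates, 0.504% lay between the Leiden clusters.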

Cells in cluster 5 expressed endothelial transcripts, that are known to be involved in the EHT-process (*cdh5* [52, 53]*, adgrg1* [44, 54]), indicating an EHT progenitor lineage (Figs. 5c and S3). 

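The EHT-like cluster held 354 cells, with all 12 EHT markers of Table S1 raised and a median of 6054 UMIs per cell, 0.53 of the median of their plates. Expression of cdh5 (ENSDARG00000075549, on chromosome 7 of GRCz12tu from 45028860 to 45051145) was 1863 ± 318 CPM (SD, n = 6 plates) in EHT-like cells, with a UMI in 88.7% of cells. It was 18.5 ± 19.5 CPM in HSPC-like cells (n = 12), where 14.0% of cells had a UMI, and 7.81 ± 10.0 CPM in monocyte-like cells (n = 11), where 8.50% had one. Expression of adgrg1 was 95.4 ± 31.8 CPM in EHT-like cells and 50.6 ± 8.28 CPM in HSPC-like cells, with a UMI in 33.3% and 31.0% of cells. In neutrophil-like cells, 9.20% of cells had a UMI of adgrg1, at 7.64 ± 5.74 CPM.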

Signature genes *mpx, lyz, marco*, and *mfap4* were expressed in clusters 1 and 3 [55], indicating a myeloid/neutrophil- and myeloid/monocyte-progenitor lineage, respectively (Figs. 5d, e and S3). 

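Neutrophil-like and monocyte-like cells formed separate clusters, with 10 of 10 and 9 of 9 markers of Table S1 raised. Expression of mpx was 6509.6 ± 1028 CPM (SD, n = 11 plates) in neutrophil-like cells, 185 ± 117 in monocyte-like cells (n = 11) and 142 ± 81.1 in HSPC-like cells (n = 12). A UMI of mpx was found in 98.9% of neutrophil-like cells and in 74.6% of monocyte-like cells. Expression of lyz was 79577 ± 8013 CPM in neutrophil-like cells and 1345 ± 745 in monocyte-like cells, with UMIs in 100% and 98.8% of cells, so that a UMI of lyz did not tell these classes apart while its level did. Expression of marco was 413 ± 119 CPM in monocyte-like cells, where 68.3% of cells had a UMI, and 2.89 ± 1.40 in neutrophil-like cells, where 4.21% had one. Expression of mfap4 was 4782 ± 569 CPM in monocyte-like cells and 38.1 ± 19.0 in neutrophil-like cells.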

All markers that were used to identify clusters are listed in Table S2 and the distribution of expression of selected markers is depicted in Fig. S5.

**Fig. 5:**
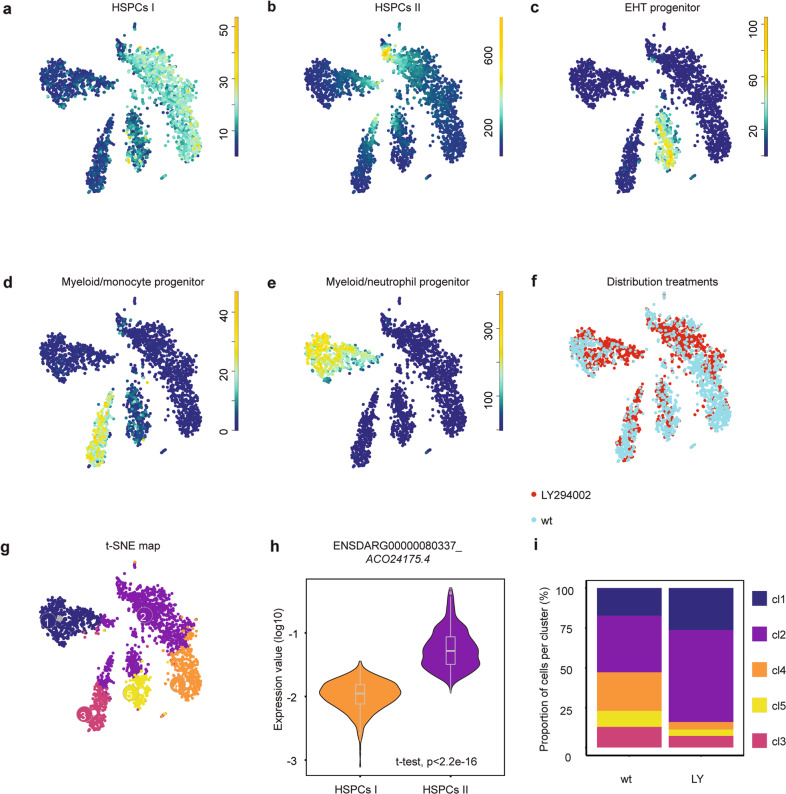
scRNA-seq reveals two types of HSPCs, one of which is lost upon inhibition of the PI3K-pathway. Tissue from control and LY294002-treated embryos (~2000 each) was dissected, the AGM regions pooled, dissociated and FACS sorted, after which the SORT-seq protocol was performed. **a**–**e** t-SNE maps highlighting the expression of marker genes for each of the different cell types found. Transcript counts are given in a linear scale. **a** HSPCs I, **b** HSPCs II, **c** EHT progenitor, **d** Myeloid/monocyte progenitors, **e** Myeloid/neutrophil progenitors. **f** t-SNE map highlighting the distribution of cells from LY294002-treated embryos and their controls (**g**). Visualization of k-medoid clustering and cell-to-cell distances using t-SNEs. Each dot represents a single cell. Colors and numbers indicate cluster and correspond to colors in **i**. The distribution of in total 2512 cells over the five clusters are shown as percentage of total for control and LY294002-treated embryos. Fisher’s exact test with multiple testing correction (Fdr) were used for statistical analysis. ***p < 0.001. cl1: Myeloid/neutrophil progenitor, cl2: HSPC II, cl3: myeloid/monocyte progenitor, cl4: HSPC I, cl5: EHT progenitor. **h** Normalized expression level of ENSDARG00000080337_*ACO24175.4* for HSPC I and HSPC II cluster using violin plots. Normalized expression is plotted on a log10 scale.

Cells from LY294002-treated embryos had an uneven distribution over all clusters. 

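On the plates of a single treatment, neutrophil-like cells made up 38.9% ± 8.00 (SD, n = 5 plates) of the cells of LY294002-treated embryos and 19.5% ± 6.33 (SD, n = 4) of the cells of control embryos. The difference of 19.4 percentage points had an exact permutation p of 0.0159 (two-sided, the smallest that 2 times the smaller tail can give) and an adjusted p of 0.0635 over the 4 named classes. By the absolute difference, a form of the test chosen after seeing the values, the exact permutation p was 0.00794, again the smallest it can take, and the adjusted p 0.0317, so that the side of the threshold depends on the form of the test. Every plate of LY294002-treated embryos, from 32.0% to 50.8%, was above every control plate, from 11.5% to 27.0%. Within sort days 1 to 4 the mean shares were 33.7% and 15.6% (n = 2 plates each), and within days 10 to 12 they were 42.3% (n = 3) and 23.4% (n = 2). In all 27 alternatives the difference stayed positive, between 14.5 points with all genes in the distance and 21.9 points without C4. The 95% Wilson interval of a plate's share was at most 17.5 points wide over the classes and plates, and covers counting error only.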

In HSPCs II and myeloid/neutrophil progenitors, cells from LY294002-treated embryos were overrepresented compared to control embryos (Fisher’s exact test, *p* < 0.001). In HSPCs I, EHT- and myeloid/monocyte progenitors, cells from LY294002-treated embryos were underrepresented (Fisher’s exact test, *p* < 0.001) (Fig. 5f, i). These data indicate that LY294002 treatment led predominantly to loss of cells from HSPCs I cluster, which is consistent with the imaging data where half of the HSPCs fail to complete EHT (Fig. 3d–g). 

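HSPC-like cells made up 41.5% ± 6.44 (SD, n = 4 plates) of the cells of control embryos and 29.7% ± 10.6 (SD, n = 5) of the cells of LY294002-treated embryos, a difference of -11.9 percentage points (exact permutation p = 0.127, two-sided, adjusted p = 0.254). Within sort days 1 to 4 the difference was -1.85 points, and within days 10 to 12 it was -18.1 points, with control plates at 39.9% and 40.2% and treated plates from 21.3% to 23.0% (n = 2 against 3, exact permutation p = 0.200, the smallest that this test gives with these numbers of plates). The alternative that moved this share most was the clustering with all genes in the distance, in which it rose from 28.7% to 52.8%, a difference of 24.1 points (exact permutation p = 0.190). That clustering split the HSPC-like cells of the main clustering mainly over 2 clusters by AC024175.4, and a single cluster was named HSPC-like. The cluster with less AC024175.4 held 138 of 152 such cells of C3 and 11 of 146 of L1. The class of that clustering is therefore not the HSPC-like class of the main clustering. EHT-like cells made up 13.2% ± 10.4 of control cells and 6.50% ± 3.32 of treated cells (exact permutation p = 0.270, adjusted p = 0.360). On days 1 to 4 the control plates were at 22.0% ± 3.84 and the treated plates at 9.42% ± 0.0715, while on days 10 to 12 they were at 4.37% ± 0.561 and 4.56% ± 2.82, so that the difference did not hold within the later period. Monocyte-like cells made up 17.8% ± 2.55 and 18.0% ± 4.11 (exact permutation p = 0.952, adjusted p = 0.952), a difference of 0.17 points whose sign changed in 13 of 27 alternatives. The unnamed cells made up 7.97% ± 10.1 of control cells and 6.95% ± 7.76 of treated cells.

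**Figure D1:**
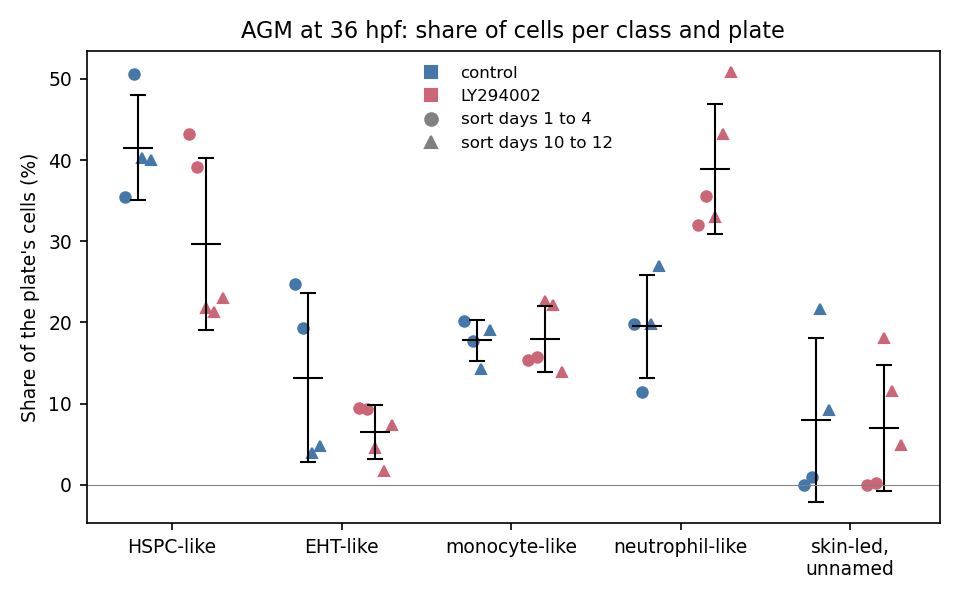
Share of the cells of a plate in each class of the AGM at 36 hpf, in percent, for plates of control and of LY294002-treated embryos. Each symbol is a plate, circles for sort days 1 to 4 and triangles for days 10 to 12, and the bars give the mean and SD over plates. Neutrophil-like shares of the 5 plates of LY294002-treated embryos, from 32.0% up, lie above those of the 4 control plates.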

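With all genes in the distance, cluster 1 of the division, the cluster with more AC024175.4, held 35.0% ± 32.8 (SD, n = 4 plates) of the HSPC-like cells of control embryos and 88.2% ± 8.22 (SD, n = 5) of those of LY294002-treated embryos (exact permutation p = 0.0159, two-sided). The difference was 53.1 percentage points over both sort periods, 30.3 on days 1 to 4 (n = 2 plates against 2, exact permutation p = 0.333) and 77.7 on days 10 to 12 (n = 2 against 3, exact permutation p = 0.200), where the tests cannot go lower. AC024175.4 itself took 1.95% ± 1.21 of the UMIs of HSPC-like cells on the control plates and 5.73% ± 2.45 on the plates of LY294002-treated embryos (exact permutation p = 0.0317). It also took more of the UMIs of monocyte-like cells (2.17% ± 1.21 and 6.30% ± 2.45, n = 4 plates each, exact permutation p = 0.0286) and of neutrophil-like cells (1.64% ± 1.05 and 5.29% ± 2.15, exact permutation p = 0.0317). The paper reads its lower share of HSPCs I as a loss of cells mainly from that cluster, and relates this to its imaging of HSPCs that fail to complete EHT.

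**Figure D2:**
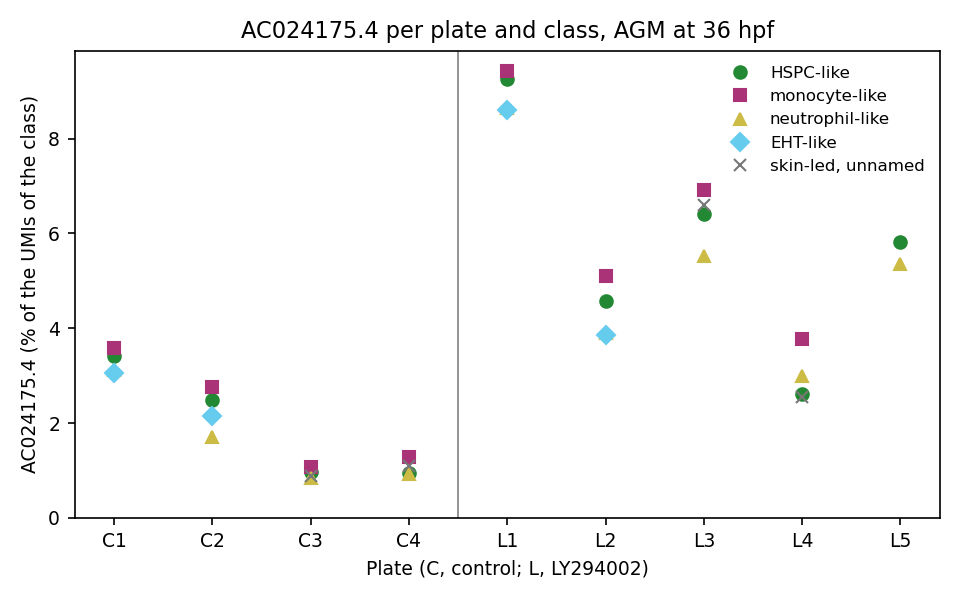
AC024175.4 as a percentage of the UMIs of each class, for each plate of a single treatment of the AGM at 36 hpf, control plates to the left of the line and plates of LY294002-treated embryos to the right. Each symbol is a class with at least 20 cells on the plate. Classes of a plate lie close together, and the plates differ, with HSPC-like means of 1.95% on the control plates and 5.73% on the others.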

The loss of HSPCs I in response to PI3K inhibition is accompanied by an increase in HSPCs II and myeloid/neutrophil progenitors.

### More HSPCs upon inhibition of PI3K and less HSPCs in *pten* mutants

The CHTs of ~100 control and 100 LY294002-treated embryos were processed for scRNA-seq. 

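The deposited data for the CHT at 5 dpf comprise 2 plates with cells of control embryos (W1 and W2) and 2 plates with cells of LY294002-treated embryos (V1 and V2), all sorted on the same day. Total UMIs were 2911606 and 3125386 on the control plates and 1852250 and 2141554 on the plates of LY294002-treated embryos. The median number of UMIs per cell was 8274 and 9438 on the control plates and 6554 and 6313 on the treated ones, so that depth and treatment go together. The authors counted UMIs as for the AGM, and the same minimum of UMIs, gene filter, clustering with 5 clusters and naming by Table S1 were applied to the 4 plates alone. With 2 plates against 2, the exact permutation test cannot give a p under 0.333. No difference in share between these groups can pass a threshold of 0.05 by this test, whatever its size. Genes within a class were tested with edgeR's quasi-likelihood test on counts summed per plate, for the classes with at least 20 cells on each plate.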

Of the 928 cd41^low^ cells that were analyzed, 684 remained after filtering. 

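Of the 1536 wells of the 4 plates, 1043 had at least 1500 UMIs, 275 and 267 on the control plates and 221 and 280 on the plates of LY294002-treated embryos. All wells of a plate were used, while the study used part of the wells of these plates. The 1043 cells fell into clusters named erythrocyte-like (404 cells), myeloid-like (296), HSPC-like (255) and neutrophil-like (48), and a cluster of 40 cells stayed unnamed, with 8 skin genes among its 10 leading genes.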

RaceID3 separated the cells in distinct clusters (Fig. 6a). 

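Among the cells of the CHT at 5 dpf, hbbe2, alas2 and cahz were highest in the erythrocyte-like cluster of 404 cells with a median of 8362 UMIs. Expression of hbbe2 was 15236 ± 2351 CPM (SD, n = 4 plates) in erythrocyte-like cells, 2859 ± 339 in HSPC-like cells and 1222 ± 337 in myeloid-like cells. A UMI of hbbe2 was found in 100% of erythrocyte-like cells and in 96.3% of myeloid-like cells (median 4885 UMIs), so that only its level tells the classes apart. Expression of alas2 was 1850.1 ± 154 CPM in erythrocyte-like cells, 211 ± 23.8 in HSPC-like cells and 96.3 ± 60.2 in myeloid-like cells. For cahz, the values were 3574 ± 487, 535 ± 133 and 246 ± 289 CPM.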

Cells in cluster 2 expressed erythrocyte progenitor-related genes (*hbbe2, alas2*, and *cahz*) (Fig. 6b). Cluster 3 is characterized by cells expressing genes related to thrombocyte/erythrocyte progenitors (*gata1a, klf1* [51, 55, 56]) (Fig. 6c). 

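No cluster was named thrombocyte/erythrocyte-like in the main clustering. Expression of gata1a was 480.2 ± 68.9 CPM (SD, n = 4 plates) in erythrocyte-like cells, 339.6 ± 66.01 in HSPC-like cells (median 10265 UMIs) and 105 ± 61.1 in myeloid-like cells, with a UMI in 88.6%, 84.7% and 35.5% of cells. Expression of klf1 was 467 ± 18.7 CPM in erythrocyte-like cells, 272 ± 13.5 in HSPC-like cells and 35.6 ± 14.3 in myeloid-like cells, with a UMI in 10.8% of the latter. The markers of thrombocyte/erythrocyte progenitors in Table S1 had a mean score of 1.93 in erythrocyte-like cells and 0.842 in HSPC-like cells, below the scores of these classes' own markers of 3.06 and 0.981.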

Cells in cluster 1 express genes indicative of HSPCs, including *c-myb* (Fig. 6d). 

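The HSPC-like cluster held 255 cells, with 13 of the 15 HSPC markers raised. Expression of c-myb (myb in the files, ENSDARG00000053666) was 605 ± 32.2 CPM (SD, n = 4 plates) in HSPC-like cells, 333 ± 35.9 in erythrocyte-like cells and 124 ± 43.7 in myeloid-like cells. A UMI of myb was found in 95.3% of HSPC-like cells, 73.5% of erythrocyte-like cells and 32.1% of myeloid-like cells.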

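In the myeloid-like cluster of the CHT at 5 dpf, 9 of the 9 myeloid markers of Table S1 were raised. Expression of runx3 was 106 ± 26.5 CPM (SD, n = 4 plates) in myeloid-like cells and 5.35 ± 3.71 in HSPC-like cells, with a UMI in 28.7% and 5.10% of cells. For pu.1 (spi1b), the values were 179 ± 56.8 and 3.60 ± 0.508 CPM, with a UMI in 39.9% and 4.31% of cells. Expression of cebpb was 1594 ± 378 CPM in myeloid-like cells and 46.4 ± 16.9 in HSPC-like cells, with a UMI in 88.9% and 37.3% of cells. The median depth of HSPC-like cells was higher than that of myeloid-like cells, so that their lower shares do not come from fewer UMIs.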

Cluster 4 represents early myeloid progenitors, as *runx3, pu.1* (also known as *spi1b*), and *cebpb* [55] are highly expressed (Fig. 6e). Cluster 5 is characterized by neutrophil progenitor-related gene expression (*mpx*) (Fig. 6f). 

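All 10 neutrophil markers of Table S1 were raised in the neutrophil-like cluster of 48 cells with a median of 6579 UMIs. Each of the 48 cells had a UMI of mpx, against 23.3% of myeloid-like, 25.9% of HSPC-like and 20.3% of erythrocyte-like cells. No plate held 20 neutrophil-like cells, so no mean over plates is given for them. In myeloid-like cells mpx was at 419 ± 321 CPM (SD, n = 4 plates), and in HSPC-like cells at 30.1 ± 8.52.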

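HSPC-like cells made up 26.5% and 25.5% of the cells on the control plates of the CHT and 26.2% and 20.0% on the plates of LY294002-treated embryos, means of 26.0% ± 0.762 and 23.1% ± 4.42 (SD, n = 2 plates each). The difference of -2.88 percentage points was smaller than the spread between the treated plates (exact permutation p = 0.667, two-sided). Erythrocyte-like cells made up 41.9% ± 1.14 of control cells and 35.1% ± 2.91 of treated cells, a difference of -6.81 points. Myeloid-like cells made up 23.8% ± 3.37 and 33.3% ± 0.954, a difference of 9.42 points. For both classes, each treated plate lay beyond both control plates, and the exact permutation p was 0.333, with an adjusted p of 0.667 over the 4 classes. Neutrophil-like cells made up 4.41% ± 2.00 and 4.71% ± 0.908 (exact permutation p = 1.00). The 95% Wilson interval of a plate's share was at most 12.3 points wide.

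**Figure D3:**
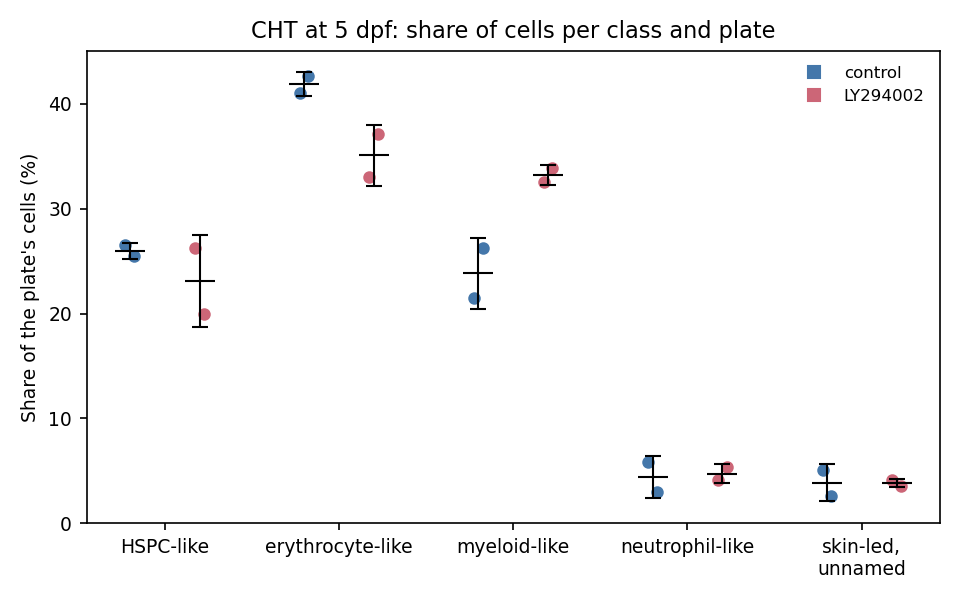
Share of the cells of a plate in each class of the CHT at 5 dpf, in percent, for the 2 plates of control and the 2 plates of LY294002-treated embryos. Each point is a plate, and the bars give the mean and SD over plates. The treated plates lie below the control plates for erythrocyte-like cells (means of 35.1% and 41.9%) and above them for myeloid-like cells (33.3% and 23.8%).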

Analysis of the distribution of hematopoietic cells, using a Fisher’s exact test indicated that the thrombocyte/erythrocyte progenitor cells were underrepresented in the LY294002-treated embryos (*p* < 0.01) and HSPCs were significantly overrepresented (*p* < 0.001) (Fig. 6g, h). These results indicate a significant shift toward HSPCs at the expense of the thrombocyte/erythrocyte progenitor cluster in response to LY294002 treatment.

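The share of HSPC-like cells depended on the genes in the distance. With all genes in the distance, it was 43.5% in control and 56.9% in LY294002-treated embryos, 13.3 percentage points higher, the largest move among the alternatives, and erythrocyte-like cells were lower by a difference of -13.5 points. With each cell thinned to 1500 UMIs before the clustering it was 6.70 points higher, and without V2 it was 0.238 points higher, while under the other 14 alternatives it was lower, down to -9.68 points with Leiden clustering. The shares of erythrocyte-like and myeloid-like cells kept their direction in all 17 and 16 alternatives that gave them. AC024175.4 took 5.61% of the UMIs of all cells on the control plates and 8.27% on the plates of LY294002-treated embryos (n = 2 plates each, exact permutation p = 0.333). The paper reads the distribution over its clusters as a shift from thrombocyte/erythrocyte progenitors toward HSPCs.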

**Fig. 6:**
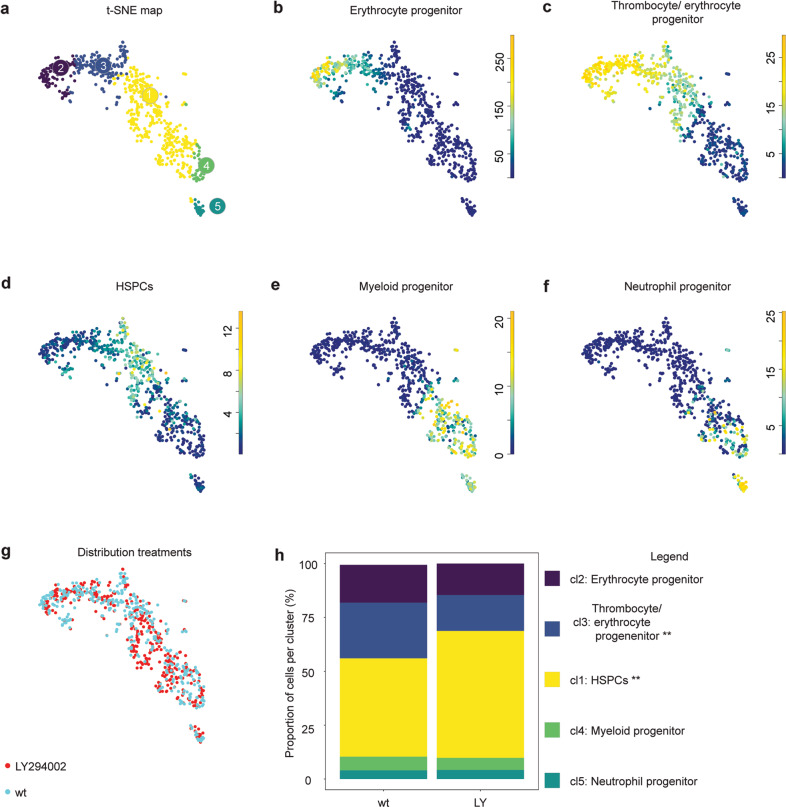
ScRNA-seq seq reveals a shift toward HSPCs in LY294002-treated 5 dpf old embryos. CHTs of control and LY294002-treated embryos (5 dpf, ~100 embryos each) were dissected, pooled, dissociated, FACS sorted and submitted to SORT-seq. **a** Visualization of k-medoid clustering and cell-to-cell distances using t-SNEs. Each dot represents a single cell. Colors and numbers indicate cluster and correspond to colors in **h**. In total, 684 cells are shown. **b**–**f** t-SNEs maps highlighting the expression of marker genes for each of the different cell types found. Transcript counts are given in a linear scale. **b** Erythrocyte progenitors, **c** Thrombocyte/erythrocyte progenitors, **d** HSPCs, **e** Myeloid progenitors, **f** Neutrophil progenitors. **g** t-SNE map highlighting the distribution of LY294002-treated embryos and their controls (**h**). The percentage of cells from LY294002-treated embryos and their controls in the different clusters. Fisher’s exact test with multiple testing correction (Fdr) were used for statistical analysis. **p < 0.01, ***p < 0.001.

Likewise, we assessed transcriptomic differences by scRNA-seq in HSPCs from the CHT between *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos and their siblings at 5 dpf. 

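The deposited data comprise 2 plates with cells of ptena-/-ptenb-/- mutant embryos (M1 and M2) and 2 plates with cells of their siblings (S1 and S2), sorted over days 8 and 9. Total UMIs were 3924306 and 5172909 on the mutant plates and 5349962 and 4444124 on the sibling plates, and the median number of UMIs per cell was 9575 and 12311 on the former and 12227 and 12691 on the latter. Counts were made by the authors and processed here as for the LY294002-treated CHTs, with the 4 plates clustered together. As there, 2 plates against 2 cannot give an exact permutation p under 0.333. The transcripts of both mutated genes were found on every plate. Counts of ptena (ENSDARG00000071018, on chromosome 17 of GRCz12tu from 24991233 to 25019503) were 53.9 and 75.0 CPM on the mutant plates and 80.3 and 68.5 CPM on the sibling plates. Those of ptenb (ENSDARG00000056623, on chromosome 12 from 18995031 to 19021132) were 68.0 and 64.2 CPM on the mutant plates and 55.7 and 45.8 CPM on the sibling plates. UMI counts do not show whether a transcript carries a mutation.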

Approximately 100 *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos and siblings were selected based on phenotype [15], which yielded 614 cd41^low^ cells after filtering. 

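Of the 1536 wells, 1357 had at least 1500 UMIs, 321 and 366 on the mutant plates and 356 and 314 on the sibling plates. All wells of the 4 plates were used here, while the study used part of them.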

RaceID3 indicated that clusters emerged representing the same hematopoietic lineages as described for the wild-type and LY294002-treated data (cf. Figs. 6 and 7). 

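The 1357 cells fell into clusters named HSPC-like (531 cells), erythrocyte-like (293), neutrophil-like (210) and myeloid-like (175), and a cluster of 148 cells stayed unnamed, with 8 skin genes among its 10 leading genes. No cluster was named thrombocyte/erythrocyte-like, although its markers scored 0.89 in HSPC-like cells, close to the 0.877 of the HSPC markers. In the neutrophil-like cluster, neutrophil markers scored 1.06 and myeloid markers 1.02, so that this cluster is named less firmly. Expression of hbbe2 was 11125 ± 2397 CPM (SD, n = 4 plates) in erythrocyte-like cells and 1790.05 ± 309.9 in HSPC-like cells, and that of alas2 was 3371 ± 2046 and 218 ± 42.9 CPM. For myb, 698 ± 181 CPM were found in HSPC-like cells and 409.9 ± 269 in erythrocyte-like cells. Expression of mpx was 1602 ± 1377 CPM in neutrophil-like cells, with a UMI in 38.6% of cells (median 8271 UMIs), and 29.5 ± 17.1 in HSPC-like cells, with a UMI in 25.8%.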

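In the CHT of pten mutants and siblings, HSPC-like cells made up 54.2% and 54.1% of the cells on the sibling plates and 30.2% and 19.4% on the mutant plates, means of 54.2% ± 0.0519 and 24.8% ± 7.65 (SD, n = 2 plates each). The difference of -29.4 percentage points was larger than the spread between plates (exact permutation p = 0.333, two-sided, adjusted p = 0.444). This p is the smallest that this test can give with 2 plates against 2. Erythrocyte-like cells made up 11.1% ± 2.61 of sibling cells and 31.1% ± 13.6 of mutant cells (exact permutation p = 0.333), a difference of 20.0 points, with mutant plates at 21.5% and 40.7%. Myeloid-like cells made up 16.7% ± 2.53 and 9.64% ± 7.07 (exact permutation p = 0.333). Neutrophil-like cells made up 15.4% ± 2.01 of sibling cells and 15.3% ± 1.87 of mutant cells, a difference of -0.0907 points (exact permutation p = 1.00). The unnamed cells led by skin genes made up 2.63% ± 2.13 of sibling cells and 19.1% ± 0.740 of mutant cells. The 95% Wilson interval of a plate's share was at most 11.0 points wide.

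**Figure D4:**
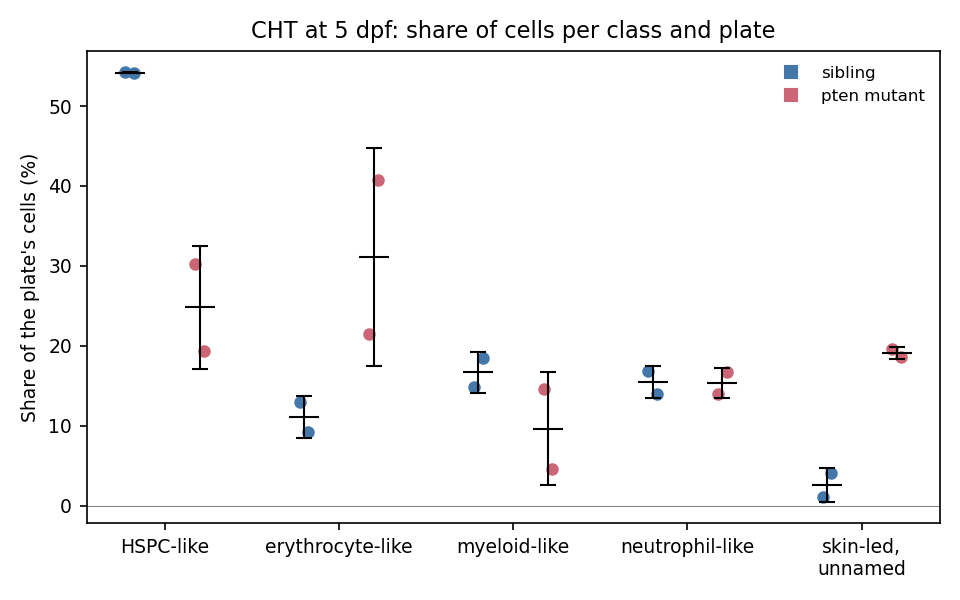
Share of the cells of a plate in each class of the CHT at 5 dpf, in percent, for the 2 plates of siblings and the 2 plates of ptena-/-ptenb-/- mutants. Each point is a plate, and the bars give the mean and SD over plates. Both mutant plates lie below both sibling plates for HSPC-like cells and above them for erythrocyte-like cells, and the neutrophil-like shares overlap.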

Analysis of the distribution of hematopoietic cells from *pten* mutants and their siblings over the five clusters indicated that the erythrocyte- and neutrophil progenitor cells were overrepresented in the pten mutant (*p* < 0.001 and *p* < 0.05) and that HSPCs were significantly underrepresented (*p* < 0.001) (Figs. 7g, h and S6). These results indicate a significant shift in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos toward erythrocyte progenitor and neutrophil progenitors at the expense of HSPCs.

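In all 17 alternatives the share of HSPC-like cells stayed lower in the mutants, with differences from -34.8 percentage points without M1 to -14.4 points with a minimum of 1000 UMIs. The share of erythrocyte-like cells stayed higher in all 17, from 10.1 points with log-scaled values to 29.6 points without M1. The difference in neutrophil-like cells changed sign in 5 of 13 alternatives, from -6.40 points among the last barcodes of the plates to 6.00 points among the first, with the barcodes divided in equal parts. In the paper, the distribution over its clusters is read as a shift of mutant cells from HSPCs to erythrocyte and neutrophil progenitors.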

**Fig. 7:**
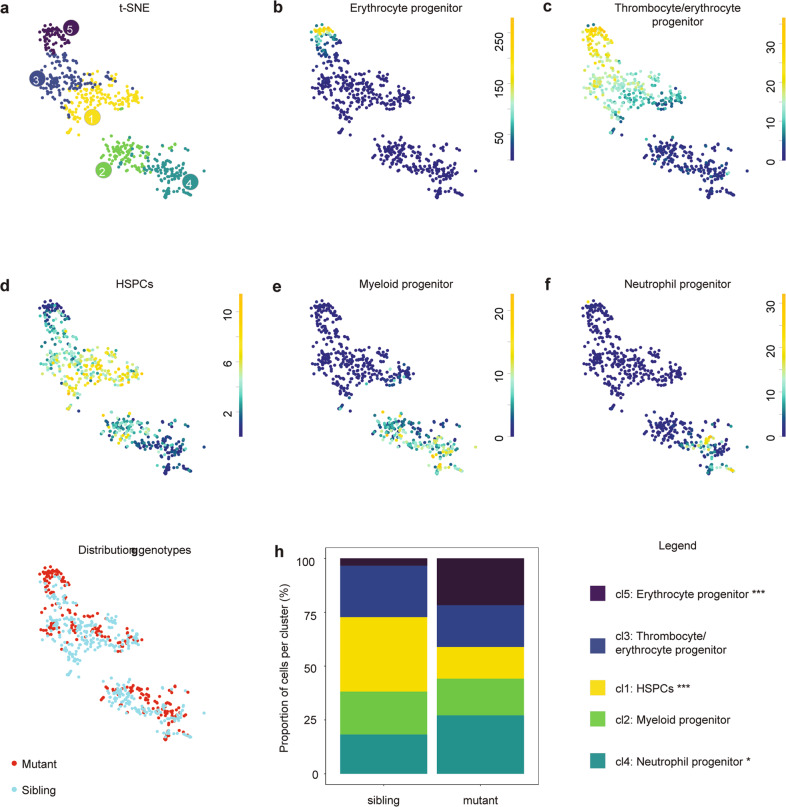
ScRNA-seq reveals a shift toward more differentiated cell types in 5 dpf old *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos. CHTs of control and *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos (5 dpf, ~100 embryos each) were dissected, pooled, dissociated, FACS sorted and submitted to SORT-seq. **a** Visualization of k-medoid clustering and cell-to-cells distances using t-SNEs. Each dot represents a single cell. Colors and numbers indicate cluster and correspond to colors in **h**. In total, 614 cells are shown. **b**–**f** t-SNEs maps highlighting the expression of marker genes for each of the different cell types found. Transcript counts are given in a linear scale. **b** Erythrocyte progenitors, **c** Thrombocyte/erythrocyte progenitor, **d** HSPCs, **e** Myeloid progenitors, **f** Neutrophil progenitors. **g** t-SNE map highlighting the distribution of *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos and their siblings. **h** The percentages of cells from *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos and their siblings in the different clusters. Fisher’s exact test with multiple testing correction (Fdr) were used for statistical analysis. *p < 0.05, ***p < 0.001.

## Discussion

We used zebrafish mutant embryos lacking functional Pten to investigate how loss of Pten affects the ontogeny of hematopoiesis. Characterization of zebrafish *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos led to the unexpected finding that half of the HSPCs undergo apoptosis upon emergence from the VDA during EHT at the onset of the definitive wave (Fig. 1). Loss of function of Pten is usually linked to enhanced cell survival, such as for instance in *Pten* knock-out mice [57]. We reported that ɣ-irradiation reduces apoptosis in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos [15]. Apoptosis of zebrafish HSPCs has been reported before, in that *grechetto* mutants display decreasing numbers of HSPCs due to apoptosis [52]. Runx1 knockdown also induced abortive EHT events due to apotosis [5]. *Runx1* expression was not affected in the VDA of *ptena*^*−/−*^*ptenb*^*−/−*^ mutants (Fig. S1), suggesting that the mechanism underlying EHT defects in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos and Runx1 morphants are distinct. Apoptosis of HSPCs in *pten* mutants is due to enhanced PI3K-mediated signaling, because treatment with a PI3K inhibitor rescued apoptosis of HSPCs. Surprisingly, treatment of wild-type embryos with the PI3K inhibitor induced death of half of the HSPCs upon emergence from the VDA as well (Fig. 3). These results suggest that upon emergence from the VDA, HSPCs require a moderate level of PI3K signaling, as hyperactivation of PI3K signaling in Pten mutants as well as inhibition of PI3K signaling induced apoptosis of emerging HSPCs.

After emerging from the VDA, the surviving HSPCs enter circulation and seed the CHT, as demonstrated by photoconversion of endothelial cells prior to EHT in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos and siblings (Fig. 2). Half of the HSPCs of *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos and LY294002-treated embryos colonized the CHT, compared to wild-type embryos (Figs. 2 and 3 and Table 1). In LY294002-treated embryos, the decrease in HSPCs remained, whereas in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos the surviving HSPCs hyperproliferate leading to an increase in HSPCs at later stages [17]. Surviving HSPCs from *ptena*^*−/−*^*ptenb*^*−/−*^ mutants engage in all blood lineages [17]. However, definitive differentiation of major blood lineages is arrested in the *ptena*^*−/−*^*ptenb*^*−/−*^ mutants, consistent with the inverse correlation of proliferation and differentiation of stem cells [58]. The surviving HSPCs of LY294002-treated embryos also engaged in all blood lineages (Fig. 4), demonstrating pluripotency of the HSPCs.

Using scRNA-seq at the onset of the definitive wave (36hpf) of hematopoiesis two HSPC clusters were identified, that both expressed HSPC markers. 

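In the division of HSPC-like cells with all genes in the distance, the cluster with more AC024175.4 held 68.6% of the HSPC-like cells of plate C1 (59 of 86 cells, 95% Wilson interval 58.2% to 77.4%), 57.7% of C2 (94 of 163, 50.0% to 65.0%), 6.58% of C3 (10 of 152, 3.61% to 11.7%) and 7.28% of C4 (11 of 151, 4.12% to 12.6%). C1 and C2 were sorted on day 1, and C3 and C4 on days 10 and 11.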

In control embryos equal numbers of cells populated the HSPCs I and HSPCs II clusters. Predominantly the cells from the HSPCs I cluster were lost upon PI3K inhibition (Fig. 5). Our imaging data indicated that half of the HSPCs disintegrated upon treatment with LY294002 (Fig. 3). It is tempting to speculate that the surviving half of the HSPCs all belong to the HSPCs II cluster. Whereas both HSPCs clusters expressed HSPC markers, several genes are significantly differentially expressed (Fig. S4), albeit subtle. 

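The genes shown in Fig. S4 were compared between the clusters of the division with all genes in the distance (n = 3 plates, edgeR with the plate as a block). Of the 12 genes found, none differed at an adjusted p of 0.05, while at an unadjusted p under 0.05 299 of all 7319 genes did, and 7 passed the adjusted threshold. Their log2 fold changes of cluster 2 over cluster 1 ranged from -0.33 for tmed1b to 0.49 for her6, with adjusted p from 0.232 for eef1a1l1 to 1.00 (edgeR). For myb the log2 fold change was 0.23 and for meis1b -0.029.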

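Within each class of the AGM at 36 hpf, AC024175.4 and tmed1b were compared between plates of LY294002-treated and control embryos with edgeR, with the sort period as a term. The log2 fold change of AC024175.4 was 1.88 in HSPC-like cells (standard error 0.32, adjusted p = 0.0708 over 9678 genes, n = 4 control and 5 treated plates, edgeR), 1.81 in monocyte-like cells (standard error 0.27, adjusted p = 0.0346, edgeR) and 2.02 in neutrophil-like cells (standard error 0.33, adjusted p = 0.0700, edgeR). In HSPC-like cells it moved between 1.59 without the term for the sort period and 2.16 without L2, and it passed the threshold in 4 of 13 alternatives. For tmed1b the log2 fold changes were 0.77, 0.25 and 0.066, with adjusted p of 0.499, 0.826 and 0.972 (edgeR).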

Expression of ENSDARG00000080337_*ACO24175.4* and to a lesser extent *tmed1b* distinguished the HSPCs II cluster from the HSPCs I cluster. In situ hybridization using an ENSDARG00000080337_*ACO24175.4-*specific probe indicated high expression throughout the embryo, which did not allow validation of the difference in expression in HSPCs I and HSPCs II cells (Fig. S3). 

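AC024175.4 took between 0.937% and 3.33% of all UMIs of the cells on the control plates of the AGM and between 2.97% and 9.00% on the plates of LY294002-treated embryos, means of 1.91% ± 1.15 (SD, n = 4) and 5.67% ± 2.27 (SD, n = 5, exact permutation p = 0.0317, two-sided). Within days 1 to 4 and within days 10 to 12 every plate of LY294002-treated embryos was above every control plate, with fold changes of the means of 2.35 and 5.10. AC024175.17 (ENSDARG00000082753), another gene encoded by the mitochondrial genome, took 0.0367% ± 0.0198 and 0.136% ± 0.0475 (exact permutation p = 0.0159). The other mitochondrially encoded genes together took 3.75% ± 0.529 and 3.75% ± 0.429 (exact permutation p = 1.00).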

Little is known about ENSDARG00000080337_*ACO24175.4*, except that it is a mitochondrial ribosomal gene (mt rDNA). Interestingly, HSCs have significantly lower rates of protein synthesis than other hematopoietic cells [59]. The protein product of ENSDARG00000080337_*ACO24175.4* may have a role in protein synthesis. Hence, the difference in expression levels may indicate that the HSPCs II cells that survive PI3K inhibition are less stem cell-like and more progenitor-like, poised to differentiate.

In response to LY294002 treatment, the number of cd41^low^ HSPCs was reduced in the CHT at 4 dpf and in the definitive hematopoietic organs at 8 and 12 dpf (Figs. 3 and 4). scRNA-seq of putative HSPCs (cd41^low^, kdrl^+^ cells) at the end of the definitive wave (5 dpf) indicated initiation of differentiation in different blood lineages (Fig. 6), consistent with in situ hybridization (Fig. 4). Yet, inhibition of PI3K arrested differentiation, i.e. increased HSPC fate, predominantly at the expense of thrombocyte/erythrocyte progenitor fate (Fig. 6). Overall, it is evident that there is a significant reduction in hematopoietic cell number (Figs. 4 and 6), which may be caused by preferential loss of HSPCs with more stem cell-like properties (Fig. 5).

ScRNA-seq at the end of the definitive wave showed a significant increase in erythrocyte- and neutrophil progenitors in *ptena*^*−/−*^*ptenb*^*−/−*^ mutant embryos (Figs. 7 and S6), consistent with earlier in vivo data [17]. However, we reported an overall increase in HSPCs, due to hyperproliferation, whereas here, we observed a decrease in HSPCs in the scRNA-seq data. An explanation for this apparent discrepancy is that the hyperproliferating HPSCs we observed earlier [17] actually have initiated differentiation already and are scored as erythrocyte and neutrophil progenitors by scRNA-seq.

Conditional knock-out of *Pten* in HSCs in mouse adult bone marrow drives HSCs into the cell cycle, resulting in transient expansion of the spleen and eventually in depletion of HSCs in the bone marrow. These conditional PTEN-deficient mice die of a myeloproliferative disorder that resembles acute myeloid/lymphoid leukemia, indicating that PTEN is required for maintenance of HSCs [13, 14]. It is noteworthy that there are differences between the conditional mouse models and the zebrafish model we used. In the mouse, Pten is deleted in adult bone marrow cells, well after HSCs have formed, whereas in zebrafish, Pten is systemically deleted and therefore effective prior to the emergence of HSPCs. Studies in mice showed that regardless of cell state, HSCs and multipotent progenitors had a lower protein synthesis rate than more restricted hematopoietic progenitors. Loss of PTEN in HSCs caused depletion of HSCs, due to a higher rate of protein synthesis [59], which is consistent with our observation that loss of Pten in zebrafish caused HSPCs to hyperproliferate and become less stem cell like.

Long-term HSCs are quiescent, whereas short-term HSCs proliferate more [2]. It would be tempting to speculate that the HSPCs that undergo apoptosis upon loss of Pten or upon PI3K inhibition are involved in long-term colonization of definitive hematopoietic organs. The surviving HSPCs in *pten* mutants at the onset of the definitive wave would then represent multipotent progenitors that only have limited potential for self-renewal. Investigating the regulatory network underlying the surviving and disintegrating HSPCs will further expand our understanding of short- and long-lived HSPCs and will eventually contribute to the development of efficient stem cell-based therapies [60, 61].

## Methods

### Zebrafish husbandry

*Ptena*^*−/−*^*ptenb*^*−/−*^*, ptena*^*−/−*^*, ptenb*^*−/−*^ [15]*, Tg(kdrl:eGFP)* [18]*, Tg(kdrl:mCherry-CAAX)* [19], and *Tg(cd41:eGFP)* [20] were maintained according to FELASA guidelines, crossed, raised, and staged as described [21–23]. *Pten* mutant fish (embryos) were genotyped by sequencing [15]. The *tg(kdrl:Dendra2)* line was derived by Tol2-mediated transgenesis [24] of a construct containing the ~7.0 kb *kdrl-*promoter (a kind gift from D. Stainier), driving the expression of Dendra2 [25]. From 24hpf onwards, all embryos were grown in PTU-containing medium to block pigmentation.

### LY294002 treatment

Embryos were treated with 5 µM LY294002 (Calbiochem, San Diego, CA, USA) or DMSO control in the dark. For early treatment, embryos were incubated with LY294002 from 32 hpf onwards and mounted after 4 h for time-lapse confocal imaging. For late treatment and to investigate thymus and kidney colonization, embryos were treated with 5 µM LY294002 from 32 to 60 hpf and imaged.

### Constructs, mRNA synthesis, and microinjections

The Ptenb-mCherry fusion construct in the vector pCS2+ was obtained as described in refs. [15, 26] and linearized with NotI. To synthesize 5′ capped sense mRNA, the mMessage mMachine SP6 kit (Ambion) was used. mRNA injections were performed at the one-cell stage using a total of 300 pg of mRNA.

### Confocal, fluorescence, brightfield microscopy, and time-lapse imaging

Fluorescence images of transgenic embryos were acquired using TCS-SPE and time-lapse imaging using TCS-SP2 as described [27] and processed with ImageJ [28]. For all live imaging embryos were anesthetized with tricaine [21], mounted on a glass cover dish with 0.7% low melting agarose and covered with standard E3 medium. Whole mount bright field images were taken with a Leica DC 300F stereomicroscope.

### In situ hybridization

Whole mount in situ hybridization was performed according to standard protocols [29] and images were taken using a Zeiss Axioplan microscope connected to a Leica DFC480 camera.

### Acridine orange staining and whole mount immunohistochemistry

Embryos were incubated with 5 µg/ml acridine orange [30] for 20 min between 35 and 40 hpf and subsequently washed with standard E3 medium. Embryos were then imaged as described above. Immunohistochemical labeling performed using fixed (40 hpf) embryos to detect apoptosis using an activated caspase-3-specific antibody (BD Pharmingen) [31]. After confocal images were collected embryos were genotyped.

### Photoconversion

Fluorescent tracing of VDA-derived HSPCs colonizing the CHT was done using the *tg(kdrl:Dendra2)* line as described before [32, 33] with a Leica SP5 confocal microscope with a ×20 dry objective. At 28 hpf an area of ~40 × 750 nm around the VDA, parallel to the yolk sac extension was photoconverted. The 405 nm UV laser intensity and exposure time were optimized for strong Dendra2-conversion without cell damage. After photoconversion embryos were transferred to E3 medium and at 50–60 hpf their CHT areas were imaged on a Leica SPE Live confocal microscope using a ×20 dry objective. To exclude bleed-through of Dendra-green, red channel detection was set stringently (630–680 nm).

### Quantification of GFP^low^ progenitor cells using *tg(cd41:eGFP)*

GFP^low^ and GFP^high^ expressing cells were quantified in the CHT at 48 hpf, 50 hpf or 4 dpf using confocal imaging and Volocity and Imaris software. *Ptena*^*+/−*^*ptenb*^*−/−*^ mutants on *tg(cd41:eGFP)* background were crossed and offspring was mounted at 48 hpf. Wild-type *tg(cd41:eGFP)* embryos were treated with 5 µM LY294002 as described above and mounted and imaged at 50 hpf or 4 dpf. All GFP^low^ expressing cells were counted in the entire CHT.

### Flow cytometry

The aorta-gonad-mesonephros (AGM) of ~4000 36 hpf and 400 CHTs of 5 dpf old *tg(kdrl:mCherry/cd41:eGFP)* embryos were dissected and collected in Leibovitz medium. After washing with phosphate-buffered saline, the AGMs were deyolked using calcium-free Ringer’s solution (116 mM NaCl, 2.9 mM KCl and 5 mM HEPES) and then AGMs and CHTs were dissociated in TrypLE Express (Gibco) for 45 min at 32 °C. The resulting cell suspension was washed in phosphate-buffered saline and passed through a 40-µm filter after resuspension in phosphate-buffered saline supplemented with 2 mM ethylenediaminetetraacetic acid, 2% fetal calf serum, and 0.5 µg/ml 4′,6-diamidino-2-phenylindole (DAPI), to exclude dead cells. Cells with kdrl- and cd41^low^-positive signal were subjected to fluorescence-activated cell sorting (FACS) using a BD FACSAriaII and BD FACSFusion.

### ScRNA-seq with SORT-seq

ScRNA-seq was performed by Single-Cell Discoveries BV (Utrecht, the Netherlands), according to an adapted version of the SORT-seq protocol [34, 35], with adapted primers described in ref. [36].

### Data analysis

During sequencing, Read1 used for identification of the Ilumina library barcode, cell barcode, and UMI. Read2 was used to map to the reference transcriptome of Zv9 *Danio rerio*. Data were demultiplexed as described [37]. Single-cell transcriptomics analysis was done using the RaceID3 algorithm, following an adapted version of the RaceID manual (https://cran.r-project.org/web/packages/RaceID/vignettes/RaceID.html). Cells that had <1500 UMIs and genes that were detected in <5 UMIs in five cells were discarded. The number of initial clusters was set at 5. Differential gene expression analysis was done as described in ref. [34] with an adapted version of the DESseq2 algorithm [38].

## Supplementary information

Supplemental Material

Movie S1

Movie S2

Movie S3

Table S1

Table S2

## Data Availability

For original data, please contact . scRNA data are available at GEO under accession number GSE166900.

## References

[1] Kondo M, Wagers AJ, Manz MG, Prohaska SS, Scherer DC, Beilhack GF (2003). Biology of hematopoietic stem cells and progenitors: implication for clinical application. Annu Rev Immunol.

[2] Orkin SH, Zon LI (2008). Hematopoiesis: an evolving paradigm for stem cell biology. Cell..

[3] Stachura DL, Traver D (2011). Cellular dissection of zebrafish hematopoiesis. Methods Cell Biol.

[4] Bertrand JY, Chi NC, Santoso B, Teng S, Stainier DYR, Traver D (2010). Haematopoietic stem cells derive directly from aortic endothelium during development. Nature..

[5] Kissa K, Herbomel P (2010). Blood stem cells emerge from aortic endothelium by a novel type of cell transition. Nature..

[6] Boisset JC, van Cappellen W, Andrieu-Soler C, Galjart N, Dzierzak E, Robin C (2010). In vivo imaging of haematopoietic cells emerging from the mouse aortic endothelium. Nature..

[7] Godin I, Cumano A (2002). The hare and the tortoise: an embryonic haematopoietic race. Nat Rev Immunol.

[8] Murayama E, Kissa K, Zapata A, Mordelet E, Briolat V, Lin HF (2006). Tracing hematopoietic precursor migration to successive hematopoietic organs during zebrafish development. Immunity..

[9] Palomero T, Sulis ML, Cortina M, Real PJ, Barnes K, Ciofani M (2007). Mutational loss of PTEN induces resistance to NOTCH1 inhibition in T-cell leukemia. Nat Med.

[10] Van Vlierberghe P, Ferrando A (2012). The molecular basis of T cell acute lymphoblastic leukemia. J Clin Invest.

[11] Song MS, Salmena L, Pandolfi PP (2012). The functions and regulation of the PTEN tumour suppressor. Nat Rev Mol Cell Biol..

[12] Blackburn JS, Liu S, Wilder JL, Dobrinski KP, Lobbardi R, Moore FE (2014). Clonal evolution enhances leukemia-propagating cell frequency in T cell acute lymphoblastic leukemia through Akt/mTORC1 pathway activation. Cancer Cell.

[13] Yilmaz ÖH, Valdez R, Theisen BK, Guo W, Ferguson DO, Wu H (2006). Pten dependence distinguishes haematopoietic stem cells from leukaemia-initiating cells. Nature..

[14] Zhang J, Grindley JC, Yin T, Jayasinghe S, He XC, Ross JT (2006). PTEN maintains haematopoietic stem cells and acts in lineage choice and leukaemia prevention. Nature..

[15] Faucherre A, Taylor GS, Overvoorde J, Dixon JE, den Hertog J (2008). Zebrafish pten genes have overlapping and non-redundant functions in tumorigenesis and embryonic development. Oncogene..

[16] Choorapoikayil S, Kuiper RV, De Bruin A, den Hertog J (2012). Haploinsufficiency of the genes encoding the tumor suppressor Pten predisposes zebrafish to hemangiosarcoma. Dis Model Mech.

[17] Choorapoikayil S, Kers R, Herbomel P, Kissa K, den Hertog J (2014). Pivotal role of Pten in the balance between proliferation and differentiation of hematopoietic stem cells in zebrafish. Blood..

[18] Jin S-W, Beis D, Mitchell T, Chen J-N, Stainier DYR (2005). Cellular and molecular analyses of vascular tube and lumen formation in zebrafish. Development..

[19] Hogan BM, Bos FL, Bussmann J, Witte M, Chi NC, Duckers HJ (2009). Ccbe1 is required for embryonic lymphangiogenesis and venous sprouting. Nat Genet.

[20] Lin HF, Traver D, Zhu H, Dooley K, Paw BH, Zon LI (2005). Analysis of thrombocyte development in CD41-GFP transgenic zebrafish. Blood..

[21] Westerfield M. The zebrafish book: a guide for the laboratory use of zebrafish (Danio rerio). 4th ed. Eugene: University of Oregon Press; 2000.

[22] Kimmel CB, Ballard WW, Kimmel SR, Ullmann B, Schilling TF (1995). Stages of embryonic development of the zebrafish. Dev Dyn..

[23] Aleström P, D’Angelo L, Midtlyng PJ, Schorderet DF, Schulte-Merker S, Sohm F (2020). Zebrafish: housing and husbandry recommendations. Lab Anim.

[24] Urasaki A, Morvan G, Kawakami K (2006). Functional dissection of the Tol2 transposable element identified the minimal cis-sequence and a highly repetitive sequence in the subterminal region essential for transposition. Genetics..

[25] Gurskaya NG, Verkhusha VV, Shcheglov AS, Staroverov DB, Chepurnykh TV, Fradkov AF (2006). Engineering of a monomeric green-to-red photoactivatable fluorescent protein induced by blue light. Nat Biotechnol.

[26] Stumpf M, Blokzijl-Franke S, den Hertog J (2016). Fine-tuning of Pten localization and phosphatase activity is essential for zebrafish angiogenesis. PLoS ONE.

[27] Renaud O, Herbomel P, Kissa K (2011). Studying cell behavior in whole zebrafish embryos by confocal live imaging: application to hematopoietic stem cells. Nat Protoc.

[28] Schneider CA, Rasband WS, Eliceiri KW (2012). NIH Image to ImageJ: 25 years of image analysis. Nat Methods.

[29] Thisse C, Thisse B (2008). High-resolution in situ hybridization to whole-mount zebrafish embryos. Nat Protoc.

[30] Darzynkiewicz Z, Bruno S, Del Bino G, Gorczyca W, Hotz MA, Lassota P (1992). Features of apoptotic cells measured by flow cytometry. Cytometry..

[31] Bolli N, Payne EM, Rhodes J, Gjini E, Johnston AB, Guo F (2011). Cpsf1 is required for definitive HSC survival in zebrafish. Blood..

[32] Dixon G, Elks PM, Loynes CA, Whyte MKB, Renshaw SA (2012). A method for the in vivo measurement of zebrafish tissue neutrophil lifespan. ISRN Hematol.

[33] Tian Y, Xu J, Feng S, He S, Zhao S, Zhu L (2017). The first wave of T lymphopoiesis in zebrafish arises from aorta endothelium independent of hematopoietic stem cells. J Exp Med.

[34] Muraro MJ, Dharmadhikari G, Grün D, Groen N, Dielen T, Jansen E (2016). A single-cell transcriptome atlas of the human pancreas. Cell Syst.

[35] Hashimshony T, Senderovich N, Avital G, Klochendler A, de Leeuw Y, Anavy L (2016). CEL-Seq2: sensitive highly-multiplexed single-cell RNA-Seq. Genome Biol.

[36] Van Den Brink SC, Sage F, Vértesy Á, Spanjaard B, Peterson-Maduro J, Baron CS (2017). Single-cell sequencing reveals dissociation-induced gene expression in tissue subpopulations. Nat Methods.

[37] Grün D, Kester L, van Oudenaarden A (2014). Validation of noise models for single-cell transcriptomics. Nat Methods.

[38] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[39] Gering M, Patient R (2005). Hedgehog signaling is required for adult blood stem cell formation in zebrafish embryos. Dev Cell..

[40] Choorapoikayil S, Weijts B, Kers R, de Bruin A, den Hertog J (2013). Loss of Pten promotes angiogenesis and enhanced vegfaa expression in zebrafish. Dis Model Mech.

[41] Bertrand JY, Giroux S, Golub R, Klaine M, Jalil A, Boucontet L (2005). Characterization of purified intraembryonic hematopoietic stem cells as a tool to define their site of origin. Proc Natl Acad Sci USA.

[42] Kissa K, Murayama E, Zapata A, Cortés A, Perret E, Machu C (2008). Live imaging of emerging hematopoietic stem cells and early thymus colonization. Blood..

[43] Herman JS, Sagar, Grün D (2018). FateID infers cell fate bias in multipotent progenitors from single-cell RNA-seq data. Nat Methods..

[44] Baron CS, Kester L, Klaus A, Boisset JC, Thambyrajah R, Yvernogeau L (2018). Single-cell transcriptomics reveal the dynamic of haematopoietic stem cell production in the aorta. Nat Commun.

[45] Kowalczyk MS, Tirosh I, Heckl D, Rao TN, Dixit A, Haas BJ (2015). Single-cell RNA-seq reveals changes in cell cycle and differentiation programs upon aging of hematopoietic stem cells. Genome Res.

[46] Nestorowa S, Hamey FK, Sala BP, Diamanti E, Shepherd M, Laurenti E (2016). A single cell resolution map of mouse haematopoietic stem and progenitor cell differentiation. Blood..

[47] Buenrostro JD, Corces MR, Lareau CA, Wu B, Schep AN, Aryee MJ (2018). Integrated single-cell analysis maps the continuous regulatory landscape of human hematopoietic differentiation. Cell..

[48] Lai S, Huang W, Xu Y, Jiang M, Chen H, Cheng C (2018). Comparative transcriptomic analysis of hematopoietic system between human and mouse by Microwell-seq. Cell Discov.

[49] Baron CS, Barve A, Muraro MJ, van der Linden R, Dharmadhikari G, Lyubimova A (2019). Cell type purification by single-cell transcriptome-trained sorting. Cell..

[50] Xue Y, Liu D, Cui G, Ding Y, Ai D, Gao S (2019). A 3D atlas of hematopoietic stem and progenitor cell expansion by multi-dimensional RNA-Seq analysis. Cell Rep..

[51] Athanasiadis EI, Botthof JG, Andres H, Ferreira L, Lio P, Cvejic A (2017). Single-cell RNA-sequencing uncovers transcriptional states and fate decisions in haematopoiesis. Nat Commun.

[52] Chen MJ, Yokomizo T, Zeigler BM, Dzierzak E, Speck NA (2009). Runx1 is required for the endothelial to haematopoietic cell transition but not thereafter. Nature..

[53] Zovein AC, Hofmann JJ, Lynch M, French WJ, Turlo KA, Yang Y (2008). Fate tracing reveals the endothelial origin of hematopoietic stem cells. Cell Stem Cell.

[54] Kartalaei PS, Yamada-Inagawa T, Vink CS, de Pater E, van der Linden R, Marks-Bluth J (2015). Whole-transcriptome analysis of endothelial to hematopoietic stem cell transition reveals a requirement for Gpr56 in HSC generation. J Exp Med.

[55] Davidson AJ, Zon LI (2004). The “definitive” (and ‘primitive’) guide to zebrafish hematopoiesis. Oncogene..

[56] Svoboda O, Stachura DL, Macho ova O, Pajer P, Brynda J, Zon LI (2014). Dissection of vertebrate hematopoiesis using zebrafish thrombopoietin. Blood..

[57] Sun H, Lesche R, Li DM, Liliental J, Zhang H, Gao J (1999). PTEN modulates cell cycle progression and cell survival by regulating phosphatidylinositol 3,4,5,-trisphosphate and Akt/protein kinase B signaling pathway. Proc Natl Acad Sci USA.

[58] Reya T, Morrison SJ, Clarke MF, Weissman IL (2001). Stem cells, cancer, and cancer stem cells. Nature..

[59] Signer RAJ, Magee JA, Salic A, Morrison SJ (2014). Haematopoietic stem cells require a highly regulated protein synthesis rate. Nature..

[60] Challen GA, Boles N, Lin KKY, Goodell MA (2009). Mouse hematopoietic stem cell identification and analysis. Cytom Part A.

[61] Lin HT, Otsu M, Nakauchi H (2013). Stem cell therapy: an exercise in patience and prudence. Philos Trans R Soc B Biol Sci.

# Supplementary material for: Phosphatidylinositol-3 kinase signaling controls survival and stemness of hematopoietic stem and progenitor cells
**Source:** Oncogene. 2021 Mar 13;40(15):2741–55. doi: 10.1038/s41388-021-01733-5
**Supplement:** Supplementary file 1 — Supplemental Material

## Supplemental Material

### Supplemental Tables

Table S1. Marker genes used for identification of clusters in single cell RNA seq. ENSDARG numbers and gene names are given.

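Of the genes in Table S1, 69 were used here to name clusters, matched by their Ensembl gene ID. A cluster was scored for each of the 7 cell types by the mean, over its markers, of the difference in mean log2 level from the other clusters, and took the name of the type with the highest score. Where another type scored at least 0.9 times as high and had more markers among the 10 leading genes of the cluster, its name was taken instead. A cluster stayed unnamed when its score was under 0.25, when fewer than 3 markers were raised, when 3 or more of its 10 leading genes were skin genes, when another type had more markers among them, or when its cells had few UMIs for their plate and no marker among them. These limits were set after the clusters had been seen. Table S1 gives the same ID to edn2 and to tmed1b, so edn2 was left out, and the pair of genes listed for HSPCs II was not used for naming.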

Table S2. Upregulated genes for scRNA-seq datasets for 36 hpf and 5 dpf per cluster. Related to Figure 5-7. Genes with a  $p < 0.01$  and fold change  $> 1$  are listed per cluster in a decreasing order. See associated excel file.

### Supplemental Movies

Movie S1. Disintegrating HSPCs are observed in *ptena*<sup>-/-</sup>*ptenb*<sup>-/-</sup> during EHT. Related to Figure 1. Four-dimensional imaging of *tg(kdrl:eGFP)* *ptena*<sup>-/-</sup>*ptenb*<sup>-/-</sup> mutant embryo between 35 hpf and 48 hpf. HSPCs undergoing EHT. Confocal image z-stacks (2  $\mu$ m step size, with 40x objective and 2x zoom; anterior to the left; maximum projections of a representative embryo; time in hh:mm). HSPCs were tracked over time; time of cell tracks is color-coded (bottom right)

Movie S2. Inhibition of PI3K rescued EHT in *ptena*<sup>-/-</sup>*ptenb*<sup>-/-</sup> mutant embryos. Related to Figure 3. Four-dimensional imaging of *tg(kdrl:eGFP)* transgenic *ptena*<sup>-/-</sup>*ptenb*<sup>-/-</sup> mutant embryos between 35 hpf and 48 hpf following treatment with 5  $\mu$ M LY294002 from 32 hpf onwards. Confocal image z-stacks (2  $\mu$ m step size, with 40x objective and 1x zoom; anterior to the left; maximum projections of a representative embryo; time in hh:mm). HSPCs were tracked over time; time of cell tracks is color-coded (bottom right)

Movie S3. Disintegrating HPSCs are observed in LY294002-treated wild type embryos during EHT. Related to Figure 3. Four-dimensional imaging of *tg(kdrl:eGFP)* LY294002-treated embryos between 35 hpf and 48 hpf. Embryos were treated with 5  $\mu$ M LY294002 from 32 hpf onwards. HPSCs undergoing EHT. Confocal image z-stacks (2  $\mu$ m step size, with 40x objective and 1x zoom; anterior to the left; maximum projections of a representative embryo; time in hh:mm). HSPCs were tracked over time and time of cell tracks is color-coded (bottom right); scale bar, 40  $\mu$ m.

## Supplemental Figures

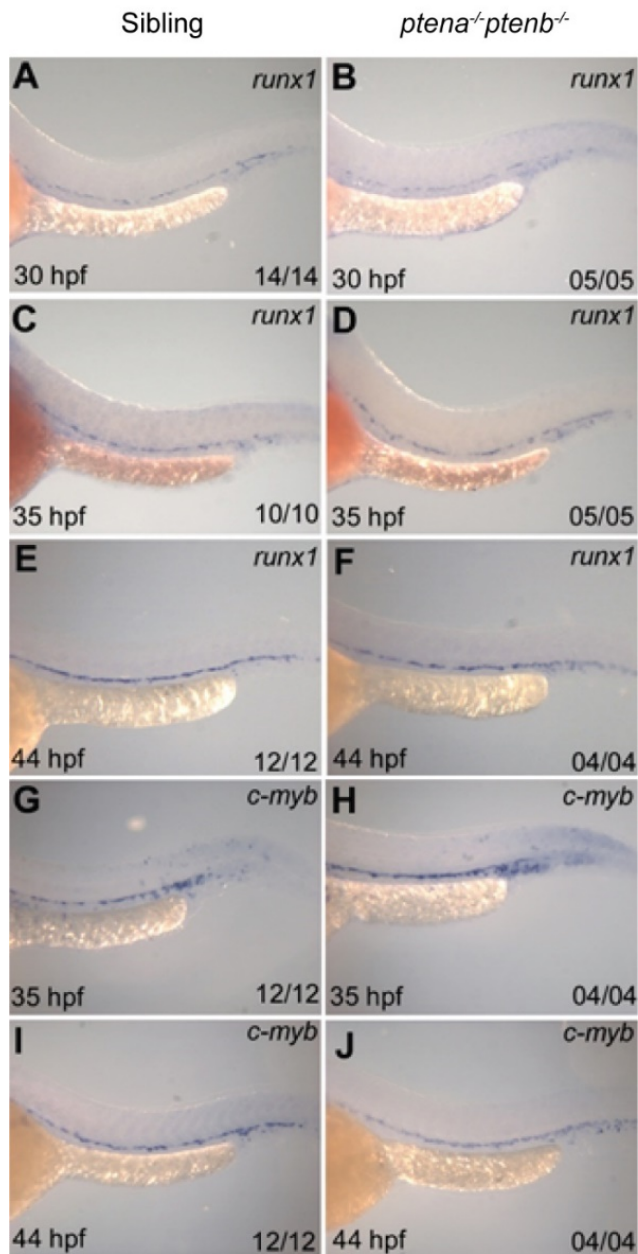

Figure S1. Hemogenic endothelium markers are present in *ptena*<sup>-/-</sup>*ptenb*<sup>-/-</sup> mutants during onset of definitive hematopoiesis. Related to figure 1. *Ptena*<sup>+/-</sup>*ptenb*<sup>-/-</sup> fish were incrossed and embryos were fixed at different time points as indicated (30, 35 and 44 hpf). *In situ* hybridization using HSPC markers *runx1* (a-f) and *c-myb* (g-j) was done, pictures were taken and subsequently the genotypes of these embryos was established by sequencing. No differences were observed between *ptena*<sup>-/-</sup>*ptenb*<sup>-/-</sup> mutant embryos and siblings. Representative embryos are depicted with anterior to the left; the number of embryos that showed a particular pattern/total number of embryos is indicated in the bottom right corner of the each panel.

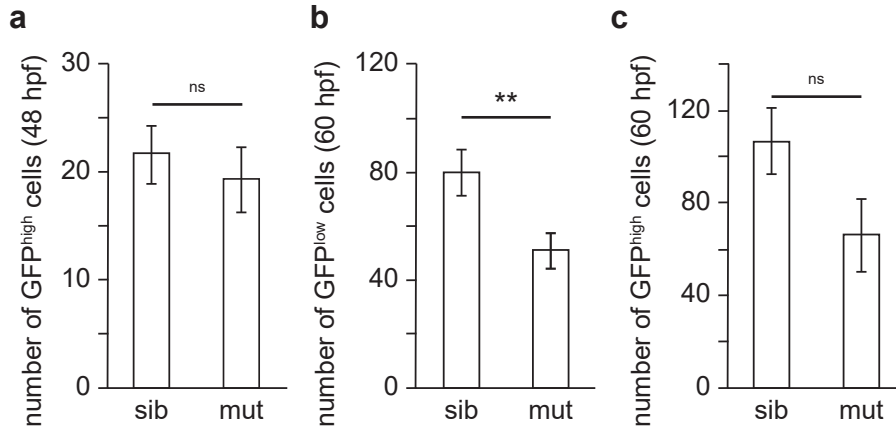

Figure S2. Reduced number of GFP<sup>low</sup>, but not GFP<sup>high</sup> cells in the CHT of *tg(cd41:eGFP)* *ptena<sup>-/-</sup>ptenb<sup>-/-</sup>* mutant embryos, compared to siblings. Related to figure 2. (a) the number of GFP<sup>high</sup> thrombocytes at 48 hpf in the CHT of *tg(cd41:eGFP)* siblings (sib) and *ptena<sup>-/-</sup>ptenb<sup>-/-</sup>* mutants (mut), expressed as average number of cells. (b,c) the number of GFP<sup>low</sup> HSPCs (b) and GFP<sup>high</sup> thrombocytes (c) in the CHT of 60 hpf in the CHT of *tg(cd41:eGFP)* siblings (sib) and *ptena<sup>-/-</sup>ptenb<sup>-/-</sup>* mutants (mut), expressed as average number of cells. Note that the difference in GFP<sup>low</sup> HSPCs is smaller due to enhanced proliferation and the apparent difference in GFP<sup>high</sup> cells is almost significant, due to an arrest in differentiation. Error bars indicate standard error of the mean (SEM). Shapiro Wilk test for normal distribution and two-tailed t-test were used for statistical analysis; p-values are: (a) 0.57 (not significant, ns), (b) 0.013 (\*\*), (c) 0.066 (not significant, ns).

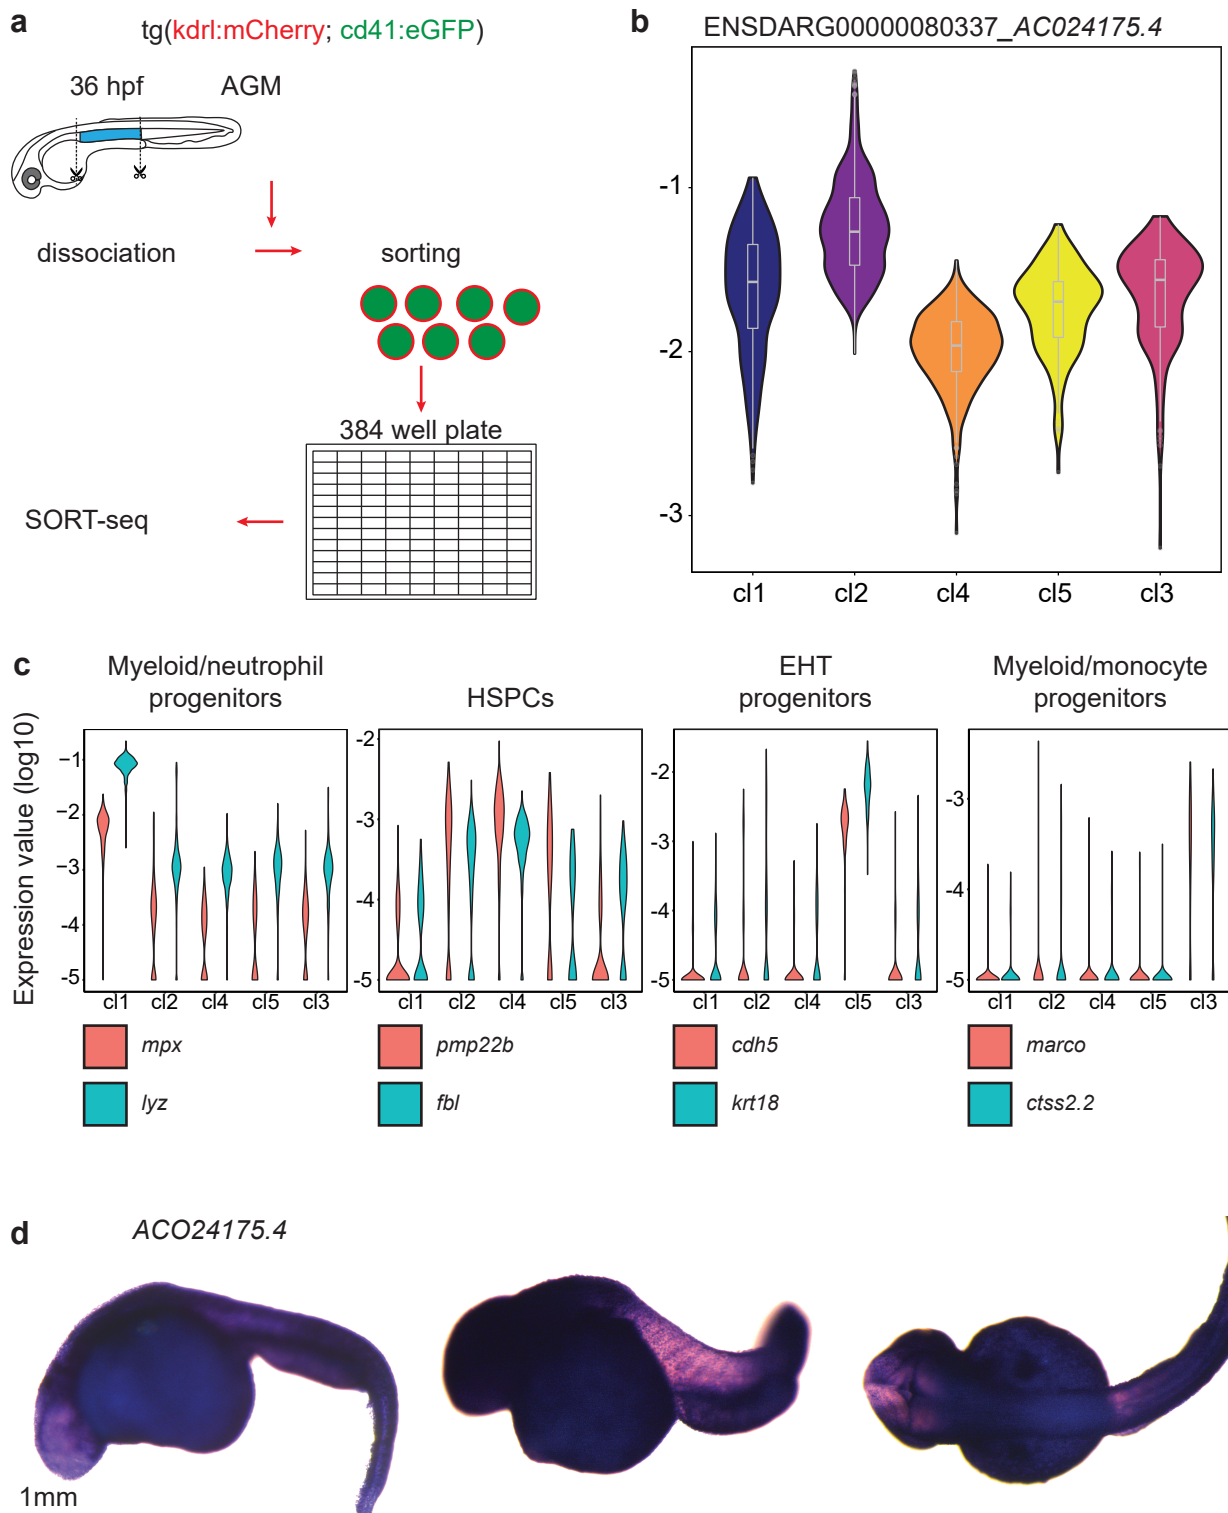

Figure S3. Single cell RNA seq of control and PI3K inhibitor treated embryos at the onset of definitive hematopoiesis. Related to Figure 5. (a) Workflow of scRNA seq. Tissue from control and LY294002-treated embryos (~2,000 each) was dissected, the AGM regions pooled, dissociated and FACS sorted, after which the SORT-seq protocol was performed. (b) Normalized expression of ENSDARG00000080337\_ACO24175.4 and *tmed1b* over all clusters. Normalized expression is plotted on log10 scale using violin plots and boxplots. cl1: Myeloid/neutrophil progenitor, cl2: HSPC II, cl4: HSPC I, cl5: EHT progenitor, cl3: myeloid/monocyte progenitor. (c) Normalized expression of signature genes for cluster identities using violin plots. Normalized expression value is plotted on a log10 scale. (d) whole mount ISH of 36 hpf wild type embryos using a probe specific for ENSDARG00000080337\_ACO24175.4. Forward primer: 5'TTAAAGCCCCGAATCCAGGT 3', reverse primer with T7 promoter: GAGTAATAC-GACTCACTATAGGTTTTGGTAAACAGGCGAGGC. At this stage, this gene is expressed throughout the embryo at a very high level, which does not allow to distinguish between individual blood cells.

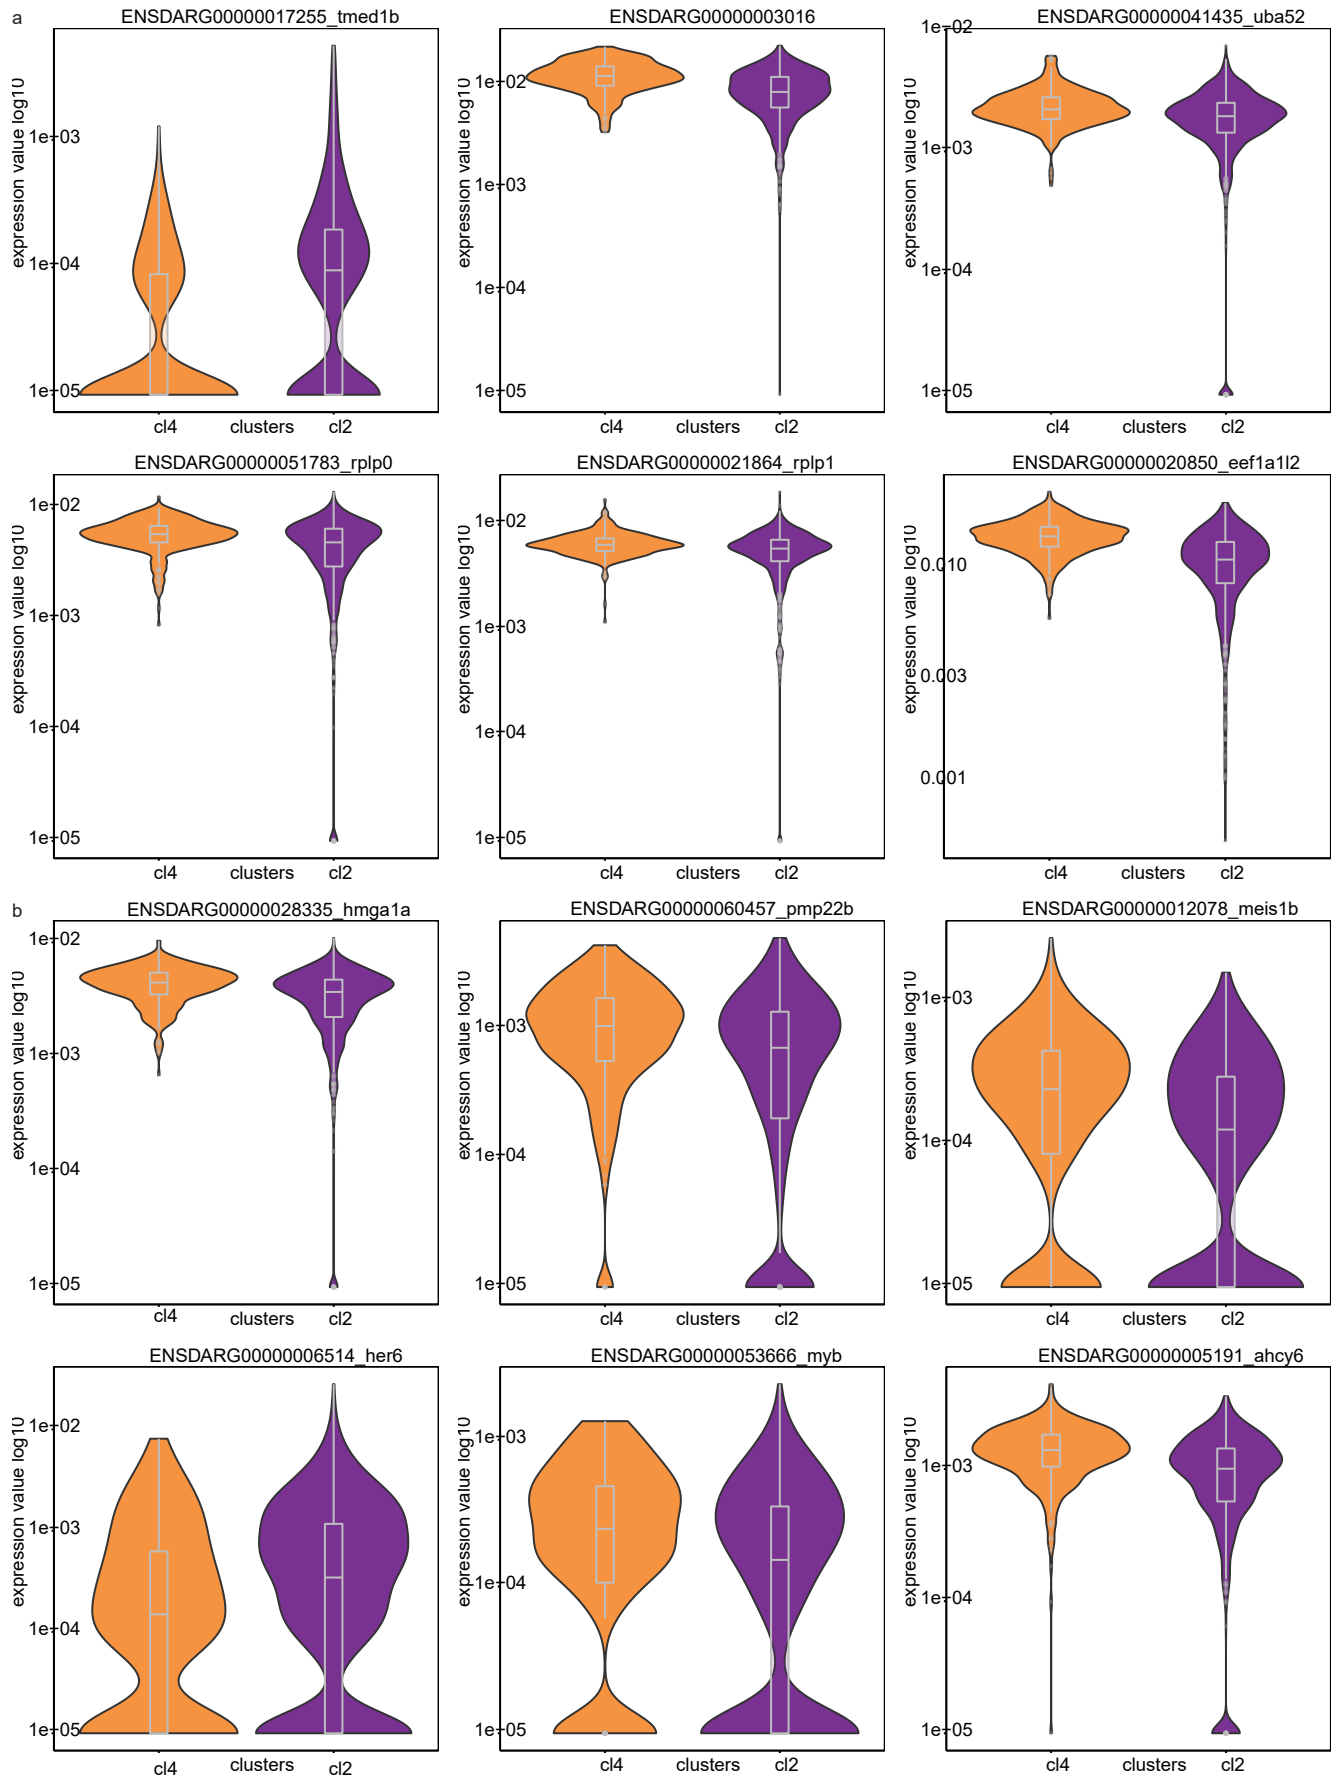

Figures S4. Cluster identities at 36 hpf for LY294002-treated embryos and their controls for only HSPCs clusters. Related to figure 5. Normalized expression of signature genes for HSPCs II (a) and HSPCs I (b) using violin plots. Normalized expression value is plotted on a log<sub>10</sub> scale. Expression of all genes is significantly different between clusters (t-test,  $p < 0.001$ ). Cluster 4 is HSPCs I, cluster 2 is HSPCs II.

5dpf wild type and LY294002-treated embryos

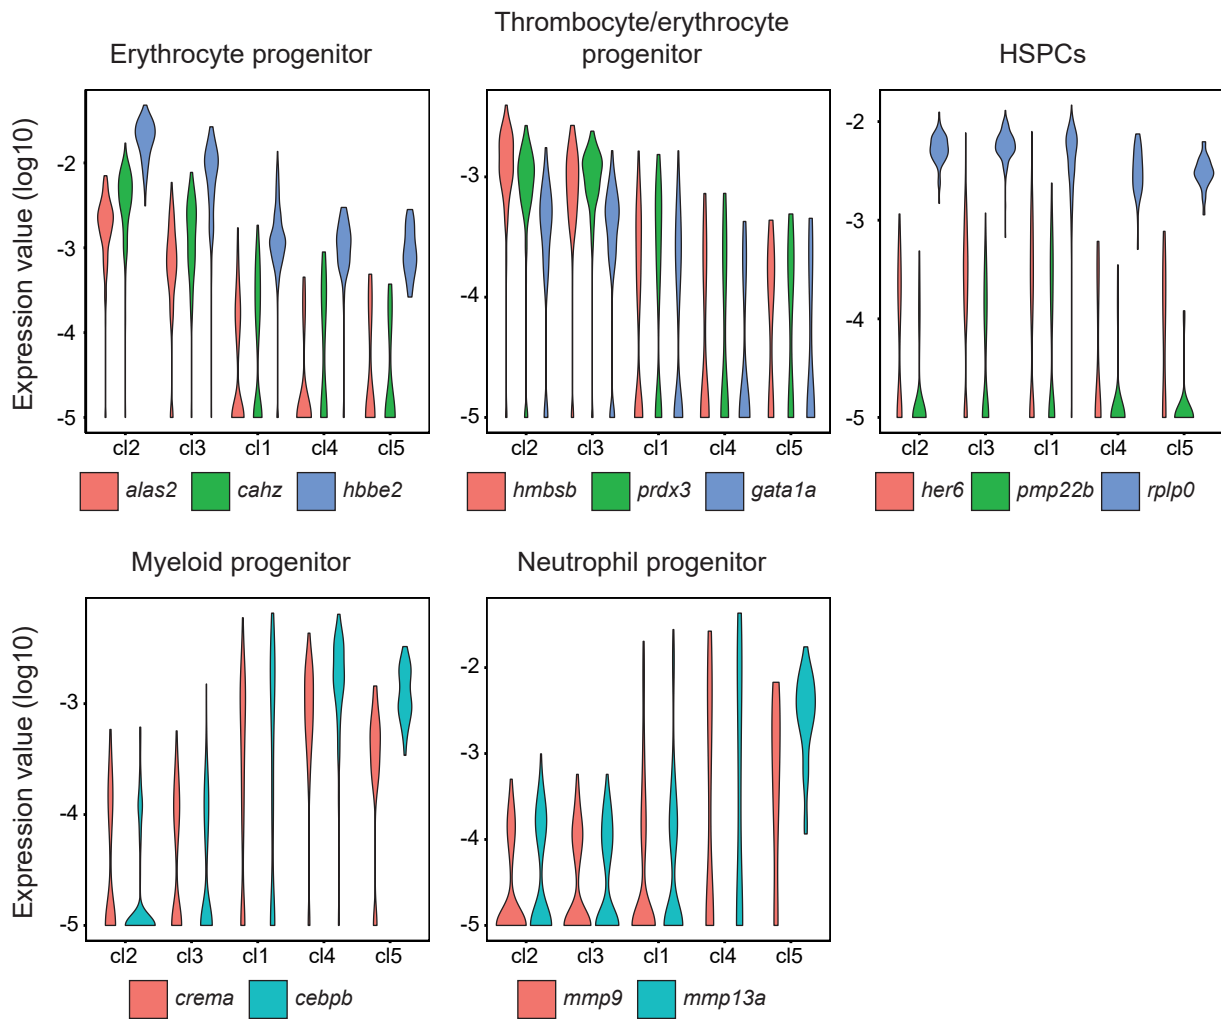

Figure S5. Cluster identities at 5 dpf for wild type and LY294002-treated embryos. Related to Figure 6. Normalized expression of signature genes for cluster identities using violin plots. Normalized expression value is plotted on a log10 scale.

5dpf Pten mutants and siblings

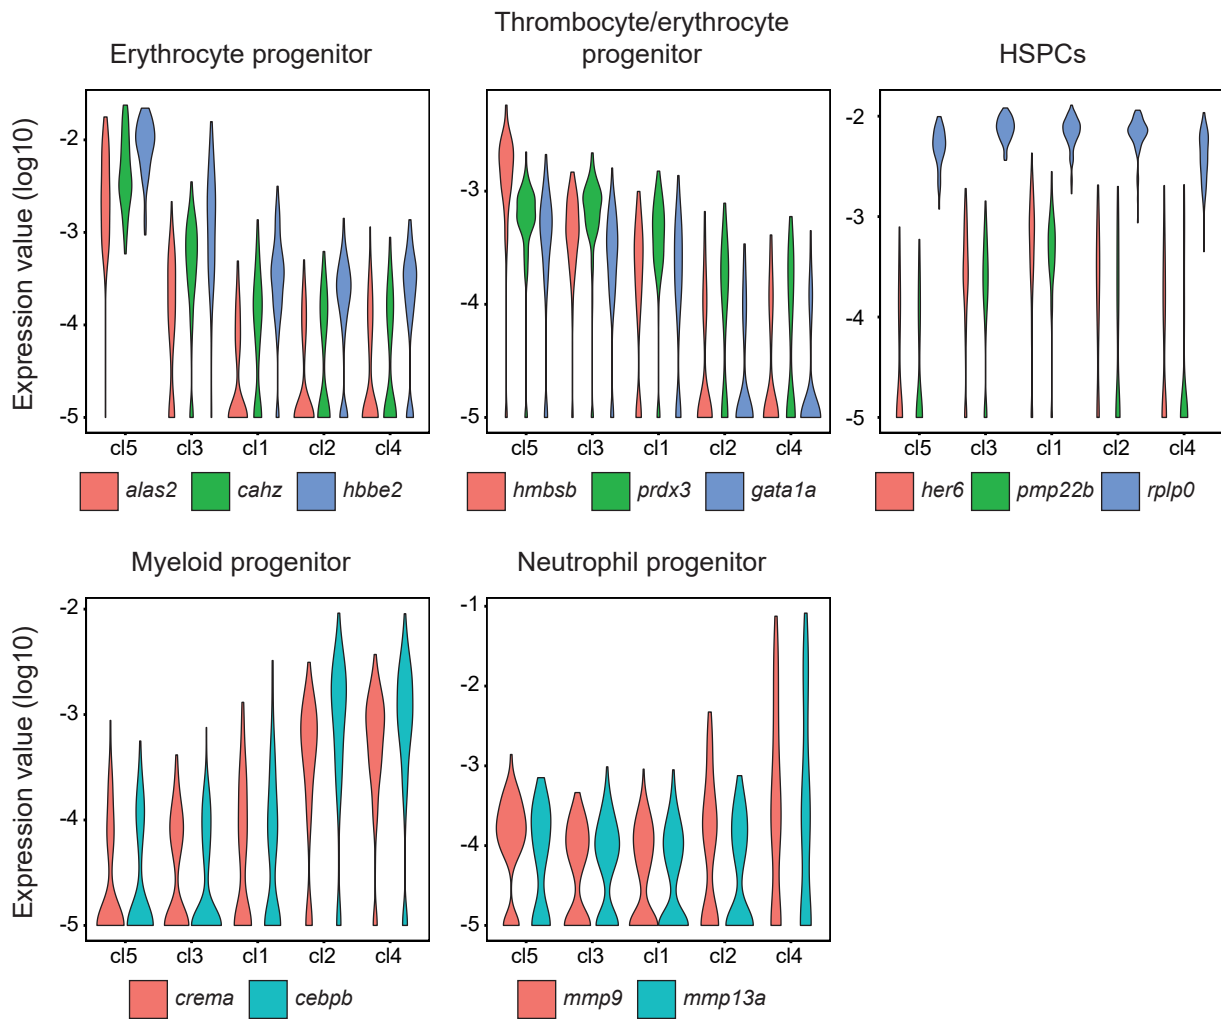

Figure S6. Cluster identities at 5 dpf for *ptena*<sup>-/-</sup>*ptenb*<sup>-/-</sup> mutant embryos and their siblings. Related to Figure 7. Normalized expression of signature genes for cluster identities using violin plots. Normalized expression value is plotted on a log10 scale.

How the deposited data were processed for this re-analysis (not part of the article)

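The deposited single-cell data of the study are 20 plates of 384 wells each, made with SORT-seq. Of these, 12 plates hold cells of the AGM at 36 hpf (C1 to C4 from control embryos, L1 to L5 from LY294002-treated embryos, and X1 to X3 with cells of both treatments by their labels). The other plates hold cells of the CHT at 5 dpf, 2 each from control embryos (W1, W2), LY294002-treated embryos (V1, V2), ptena-/-ptenb-/- mutants (M1, M2) and their siblings (S1, S2). Every condition was taken from the labels. The labels give a plate as the unit and give groups no shared replicate numbers.

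The deposited values are estimated counts, which the authors made by demultiplexing the reads, mapping them to the Zv9 reference transcriptome, counting UMIs per gene and well and correcting the counts for UMI collisions (per the methods of the paper; the aligner is not stated). The values were checked in the files: they are whole numbers at low counts and lie slightly above whole numbers from 7 on. The file of plate X1 writes gene names in another form and holds a row for a transgene, and no reason is stated. The files hold 26651 gene IDs, of which 19937 were given a symbol, and 15 genes encoded by the mitochondrial genome. Spike-in RNA was left out of all totals. No cell of a plate was identical to a cell of another.

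Wells with at least 1500 UMIs were taken as cells, as in the study, which left 6116 cells. Genes with at least 5 UMIs in at least 5 cells were used for clustering, 9032 for the AGM, 2994 for the CHT of control and LY294002-treated embryos and 5359 for the CHT of pten mutants and siblings. The 3 data sets were clustered separately. RaceID3 was not available, so its main steps were written in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Counts were divided by the total of the cell, genes above a quadratic fit of log2 variance on log2 mean were selected (1102, 474 and 685 genes), and k-medoids clustering with 5 clusters was done on 1 minus Pearson's r. The mitochondrially encoded genes and tmed1b were left out of the distance. No doublet caller was used.

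Clusters were named with 69 marker genes of Table S1 for 7 cell types. The level of a marker was the mean of log2 values scaled to 10000 UMIs per cell, and its difference from the mean of the other clusters was averaged over the markers of a type. The naming limits and the list of 27 skin genes, of which 23 were found, were written after the clusters had been seen, and leave unnamed, as means over plates, 7.97% of control cells and 6.95% of treated cells in the AGM. In the CHT, 3.86% and 3.82% of control and LY294002-treated cells and 2.63% and 19.1% of sibling and mutant cells stayed unnamed.

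Plates were the replicates. The share of each class was compared with an exact permutation test (two-sided) of the mean over plates, with Benjamini-Hochberg adjustment over the named classes and a threshold of 0.05. The p is 2 times that of the smaller tail, and the smallest it can take is 0.0159 for 4 plates against 5 and 0.333 for 2 against 2. For genes, counts were summed per plate and class with at least 20 cells and rounded to whole numbers. They were tested with edgeR 4.0.16 in R 4.3.3 with limma 3.58.1 (filterByExpr, TMM factors, quasi-likelihood test), with the sort period (days 1 to 4 or days 10 to 12) as a term in the AGM and the plate as a block between HSPC-like clusters. The HSPC-like, monocyte-like and neutrophil-like cells of the AGM, the HSPC-like, erythrocyte-like and myeloid-like cells of the CHT of LY294002-treated and control embryos, and the HSPC-like, erythrocyte-like and neutrophil-like cells of the CHT of pten mutants and siblings were fitted. The design asked for at least 3 plates per group in the AGM and 2 in the CHT. By this rule EHT-like cells, with 2 plates of at least 20 cells per group, all of days 1 to 4, were left out, although a fit as in the CHT was possible. Also left out were neutrophil-like cells of the CHT of LY294002-treated embryos, with none, and myeloid-like cells of the pten mutants, with 1 such plate.

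Named genes are those that the paper names for its single-cell data (the markers of Table S1, the genes of Fig. S4, AC024175.4 and tmed1b), ptena, ptenb, kdrl and itga2b. To these were added, for each test within a class, the 5 with the largest log2 fold change in each direction among the genes with an adjusted p under 0.05 whose plates do not overlap in CPM. No ID was found for kdrl, and itga2b was near absent. The levels of adgrg1 over classes, the share of UMIs of AC024175.17, and the values of csf1rb, hsp90aa1.2, txnipa in the CHT of LY294002-treated embryos and the muscle genes were chosen after the values were seen, as was a list of 24 muscle genes, of which 22 were found.

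Alternatives changed 1 choice at a time. For the shares these were a minimum of 1000 or 3000 UMIs, all genes in the distance, 7 clusters, log-scaled values, cells thinned to 1500 UMIs, leaving out the 2% of cells with most UMIs on each plate, all genes that pass the filter, each plate left out in turn, and Leiden clustering (scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9; 2000 variable genes, 30 principal components, 15 neighbours, resolution 0.5). For the AGM they were also each sort period alone, the plates of a treatment and period merged, and the plates of both treatments left out. For genes they were DESeq2 1.42.0, no filter beyond 1 count, library sizes without mitochondrially encoded genes, each plate left out and, in the AGM, no term for the sort period. Added after the data were seen were unnamed cells left out of the total, the first or the last barcodes of a plate in equal parts, only AC024175.4 left out of the distance, the divisions of HSPC-like cells and, for the shares of the AGM, the exact test by the absolute difference. Figures were drawn with matplotlib 3.10.9.

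The edgeR script was tested on simulated data, with counts drawn from the means, library sizes and spread of the real plates and 200 genes changed 4-fold. Of these, 81.5% were recovered for HSPC-like cells of the AGM, 84.5% for monocyte-like and 88% for neutrophil-like cells. In the CHT with LY294002 it was 88% for HSPC-like, 88% for erythrocyte-like and 15.5% for myeloid-like cells. For pten mutants it was 72% for HSPC-like, 85.5% for erythrocyte-like and 0% for neutrophil-like cells, so that a change of this size would mostly be missed in the neutrophil-like cells of the pten mutants and the myeloid-like cells of the CHT. False calls made up 14.3% of the calls in HSPC-like cells of pten mutants (24 beside 144 true ones), 10.2% in erythrocyte-like cells of the CHT with LY294002 (20 beside 176), 8.06% in erythrocyte-like cells of pten mutants (15 beside 171) and 5.78% in HSPC-like cells of the AGM (10 beside 163), above the 5% aimed at, and at most 4.52% in the other classes with calls.

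Total UMIs of the plates were 2618464 (C1), 4185658 (C2), 5366929 (C3), 5291006 (C4), 3838469 (L1), 4926424 (L2), 3198560 (L3), 2460811 (L4), 1837137 (L5), 2269992 (X1), 8298215 (X2) and 4423007 (X3). The CHT plates had 2911606 (W1), 3125386 (W2), 1852250 (V1), 2141554 (V2), 3924306 (M1), 5172909 (M2), 5349962 (S1) and 4444124 (S2). For classes with at least 1 cell on the plate, the 95% Wilson intervals of a plate's share were between 1.50 and 17.5 percentage points wide in the AGM, between 4.04 and 12.3 in the CHT with LY294002 and between 2.42 and 11.0 in the pten mutants and siblings.

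Left out were the treatment of single wells on plates X1 to X3, which was not among the data used, so that these plates entered the clustering but not the comparison of treatments, and the choice of wells that the study made on the plates of days 8 to 13, which the labels mention without naming the wells. Cell-level tests as in the study were not made, because the cells of a plate are not independent.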

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

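Every test of a cause in this part, and the test of the difference between the stages, was chosen after the result was seen.

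On control plate C1 of the AGM, tmed1b was at 253 CPM over all cells, 211 in HSPC-like cells and 271 in neutrophil-like cells, far from the 48.0 to 75.8, 30.9 to 57.2 and 65.6 to 85.7 CPM of the other 3 control plates. AC024175.17 took 0.0663% of the UMIs of all cells of C1 and 0.151% of those of its neutrophil-like cells, against 0.0253% to 0.0299% and 0.0214% to 0.0312% on the other control plates. Over 46 groups of plates, 6 values lay this far outside, where 2.3 are expected, since chance places a value outside in about 1 in 20 groups. These 5 values come from 1 plate and 2 genes and are not independent. A candidate explanation for tmed1b is wells of low RNA content, since its level was higher in cells of 1500 to 5000 UMIs than in cells of more UMIs on 18 of 20 plates, and on C1 it was 584 and 229 CPM. The 229 CPM in the cells of C1 with more UMIs, against 48.1 to 76.6 on the other control plates, argue against low RNA content as the whole cause. Spike-in RNA took 11.2% of the UMIs of C1 and 1.55% to 2.50% on the other control plates. What else sets C1 apart from C2, sorted on the same day, stays open, and no biological explanation was tested.

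Plate L5 held 122 cells, far from the 338 to 363 of the other 4 plates of LY294002-treated embryos. On L5, 245 wells had fewer than 500 UMIs, while its cells had a median of 13189 UMIs, against 5575 to 12533 on the other treated plates. A loss of RNA in every well would have lowered the median of the cells, which argues against it. Whether wells stayed empty or failed in part stays open, and no biological explanation was tested. Without L5 the difference in neutrophil-like cells was 16.4 percentage points.

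Under LY294002, the share of neutrophil-like cells rose by 19.4 percentage points in the AGM at 36 hpf and by 0.308 points in the CHT at 5 dpf. The difference between the stages of 19.1 points had an exact permutation p of 0.00635 (two-sided, over 315 regroupings of the plates between the stages within each treatment) and an adjusted p of 0.0190 over 3 measures. Every treated plate was above every control plate in the AGM, and the plates overlapped in the CHT. On the log2 scale the rise was 1.04 in the AGM and 0.16 in the CHT, and the difference of 0.87 had an exact permutation p of 0.127 (two-sided), so that a difference between the stages was not shown on the scale of folds. The share of neutrophil-like cells in the CHT was 4.41% in control embryos, and the widest 95% Wilson interval of a plate's share was 5.63 points. An additive rise as large as in the AGM is not seen there, while a rise of the same fold would be smaller than this interval, so that a small number of neutrophil-like cells at 5 dpf cannot be told apart from a lack of response. The difference stayed positive in all alternatives in the AGM, from 14.5 points with all genes in the distance, while in the CHT its sign changed in 9 of 17 alternatives, from -1.90 points with Leiden clustering to 1.72 points without W1. The stages differ in tissue and in sort days, and were clustered separately. The AGM cells were taken at 36 hpf, soon after the start of the early treatment in the paper's methods. The late treatment given there ended before 5 dpf, and the times for the sequenced CHT cells are not stated. The time from treatment to sorting may therefore differ as well. A difference between stages in the response to LY294002 may be named as a hypothesis, and these confounders and the low number of cells stay open.

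The cells led by skin genes are not described in the paper. They made up 19.1% of the cells of pten mutants and 2.63% of those of siblings. The difference was 16.5 percentage points (n = 2 plates each, exact permutation p = 0.333, two-sided, the smallest that this test can give). Both mutant plates (18.6% and 19.6%) were above both sibling plates (1.12% and 4.14%). The position of the barcode on the plate is argued against as the whole cause, since the difference was 9.08 points among the first barcodes and 22.5 among the last, with the barcodes divided in equal parts. The parts differed most on M1, where 1.31% of the cells of the first and 36.3% of those of the last barcodes were skin-led, against 17.4% and 19.8% on M2. None of the 27 genes of the skin list is a marker of Table S1. The cells had a median of 18652 UMIs, 1.61 times that of their plates, and krt91, krt4 and krt5 were among their 10 leading genes. Skin cells sorted with the blood cells, in a number that differs between dissections or sorts, may be the source. A difference between the genotypes and a difference between the sorts cannot be told apart with plates of a single genotype, and both stay open.

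AC024175.17, a mitochondrially encoded gene that the paper does not discuss, took 3.70 times as large a share of the UMIs on plates of LY294002-treated embryos as on control plates in the AGM, with every treated plate above every control plate, and 1.70 times as large a share in the CHT. The other mitochondrially encoded genes together had a fold of 1.00 in the AGM and 1.06 in the CHT, which argues against a rise of all mitochondrially encoded RNA. Within sort days 1 to 4 the fold was 2.54 and within days 10 to 12 it was 5.39, which argues against the sort period, while single sort days stay open, since the treated and control plates of a period were for the most part sorted on different days. In neutrophil-like cells of days 1 to 4 the fold was 1.09, because of the value of C1 given above. Cells of the plates of both treatments had SDs of log2 AC024175.4 share from 0.878 to 1.59, with a mean of 1.22, against 0.785 to 1.44 on the other plates (exact permutation p = 0.355, two-sided), so that for AC024175.4 a difference between plates that is not the treatment cannot be told apart from an effect of the treatment, and the same stays open for AC024175.17. In the CHT, depth and treatment go together. An effect of LY294002 on these transcripts is a hypothesis.

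Genes that changed within a class are not reported in the paper. In the AGM, edgeR called 3 genes in HSPC-like cells of 9678 tested, all higher with LY294002 (1166 at an unadjusted p under 0.05, and 103 by DESeq2 after adjustment), AC024175.17 with a log2 fold change of 2.26 (standard error 0.32, adjusted p = 0.0246), csf1rb with 2.07 and ENSDARG00000085168 with 1.66. The latter pair falls outside the rule for named genes, and was named after the values were seen. In monocyte-like cells, 6 of 6199 genes were called (749 and 59), 4 higher (AC024175.17 with 2.45, ENSDARG00000070212 with 2.56, ENSDARG00000082180 with 2.36 and AC024175.4) and rpl3 (-1.95) and lgals3bpb (-1.78) lower. In neutrophil-like cells, 2 of 6898 genes were called (571 and 33), both higher, adgrd1 with 2.48 and ENSDARG00000082180 with 2.58. Chance cannot be excluded for the counts in HSPC-like cells, where 6 of 100 splits of the plates gave as many calls, the real one included, and in monocyte-like cells (2 of 34). It can be for neutrophil-like cells (4 of 100) only when this class is taken alone, without adjustment over the 3 classes, and other splits gave up to 38 calls there. The counts depended on single plates. In HSPC-like cells edgeR called none without C3, without C4 or without L1, 1 without C2, 5 without L3, 8 without L5 and 128 without C1. In monocyte-like cells it called 3 without C2 or without L1 and 10 without C1 or without L4. In neutrophil-like cells it called none without any 1 of C2, C3, C4, L1 and L4, 4 without L2, 5 without L3, 10 without L5 and 17 without C1. Over the list of named genes, 8, 6 and 1 genes passed when adjusted over the list alone, against 0, 1 and 0 when adjusted over all genes, which is no independent evidence where the study chose its genes on these samples. An effect of LY294002 stays open for the 2 genes of neutrophil-like cells, beside chance and a difference between plates.

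In the CHT with LY294002, edgeR called 102 of 5988 genes in HSPC-like cells (794 at an unadjusted p under 0.05, and 3 by DESeq2), of which 51 were higher and 51 lower. Among the higher ones were arrdc3a (1.95), mapk7 (1.88), CABZ01111496.1 (1.66) and h1f0 (1.36), and among the lower ones pvalb2 (-4.57), ckma (-3.19) and pvalb1 (-3.19). In erythrocyte-like cells, 38 of 6321 genes were called (1083 and 49), 26 higher, such as triobpb (2.03) and agr2 (1.82), and 12 lower, such as insig1 (-1.91), rpn2 (-1.71), timm13 (-1.50) and mmp9 (-1.44), where 10.2% of the calls in simulated data were false. In myeloid-like cells edgeR called 0 of 5127 genes (434 at an unadjusted p under 0.05, and 44 by DESeq2), and with simulated changes of 4-fold it recovered 15.5% there. Without W1 22 genes were called in HSPC-like cells and without V1 64, while in erythrocyte-like cells the count was 87 without W1, 92 without W2, 234 without V2 and 304 without V1, and in myeloid-like cells 25 without V2, 54 without V1, 208 without W1 and 336 without W2. When adjusted over the list alone, 5, 17 and 0 named genes passed, against 1, 2 and 0 over all genes. RNA from muscle is a candidate explanation for part of the lower genes. All 14 muscle genes tested in HSPC-like cells were lower and 11 of the 51 lower genes are muscle genes, while the median share of muscle UMIs on W1 was 0.486% of a cell in erythrocyte-like cells, 0.440% in HSPC-like and 0.534% in myeloid-like cells, and on W2, V1 and V2 it was at most 0.129%, 0.086% and 0% in these classes. The share of the summed UMIs, on which edgeR ran, was not alike in the classes. In myeloid-like cells it was 13.0% on W1 and 3.54% on W2, against 0.436% and 0.109% in HSPC-like cells. On V1 and V2 it was 1.18% and 0.194% in myeloid-like cells. Of the myeloid-like cells, 4 of W1 and 1 of W2 were over 1%, the highest at 31.1% and 38.2%. A median that is alike in the classes of a plate and differs between plates is what RNA from other cells would bring. For the remaining genes, an effect of LY294002 and the lower depth of the treated plates cannot be separated, and both stay open.

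In pten mutants, edgeR called 21 of 9580 genes in HSPC-like cells (1366 at an unadjusted p under 0.05, and 159 by DESeq2), 18 higher, with phgdh (4.71), anxa1a (4.47), fn1b (4.01), cfl1l (3.54) and timp2b (3.37) in the lead, and 3 lower, txnipa (-3.89), pdk2b (-3.70) and klf11b (-2.25). In simulated data for this class 14.3% of the calls were false, and 8.06% for erythrocyte-like cells. In erythrocyte-like cells, 812 of 6078 genes were called (1732 and 378), 536 higher and 276 lower, with atf5b (8.86), isg15 (8.16) and phgdh (7.25) among the former and phyhipla (-4.94), pdk2b (-3.96) and txnipa (-3.81) among the latter. In neutrophil-like cells, 3 of 5094 genes were called (737 and 87), lepb (7.37), fn1b (6.02) and krt4 (3.05), all higher. When adjusted over the list alone, 9, 25 and 0 named genes passed, against 2, 18 and 0 over all genes. Without M1 171 genes were called in HSPC-like cells and without M2 33, and without M2 484 in erythrocyte-like cells. In neutrophil-like cells edgeR called none without S1 or without S2, 249 without M2 and 395 without M1.

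RNA from the skin-led cells of the mutant plates was weighed as a cause of the higher genes. From the 23 skin genes found, it was taken to make up 1.54% to 1.76% of the RNA of HSPC-like cells, 1.94% to 2.17% of that of erythrocyte-like cells and 7.71% to 7.83% of that of neutrophil-like cells in the mutants. In HSPC-like cells, anxa1a, cfl1l, fn1b, krt18, nccrp1 and timp2b rose by at most 2.83 times what this RNA would bring, so that skin RNA and a change of these genes cannot be told apart for them, while the other 12 rose by at least 11.5 times as much, which argues against skin RNA as their cause. The genes of erythrocyte-like cells rose by a median of 61.7 times as much, with 34 of 536 at 3 times or less, among them krt91 (127 CPM in siblings and 1114 in mutants, 0.822 times what skin RNA would bring). In neutrophil-like cells, krt4 (134 and 1203 CPM) rose by 0.707 times as much, so that for krt4 the source cannot be told apart, and fn1b and lepb by at least 13.9 times as much. The limit of 3 times was set after these ratios were seen.

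Of the genes called in erythrocyte-like cells of the mutants, 88.5% changed in the same direction in HSPC-like cells, while 33.4% of all genes changed in opposite directions, and all 21 genes called in HSPC-like cells were called in erythrocyte-like cells with the same sign. A shift in the maturity of the cells in both classes would give the same signs as well, and alas2 (log2 fold change 1.67 in erythrocyte-like and 0.48 in HSPC-like cells) and myb (-1.73 and -0.58) moved as such a shift would bring, so that a shift in maturity cannot be told apart from other causes here and stays open. An effect opposite to that of LY294002 is argued against for the set, since 46.7% of the called genes changed in the opposite direction under LY294002, against 44.6% of all genes. The median total of the plates was 4548608 UMIs for mutants and 4897043 for siblings. An effect of the genotype on these genes is a hypothesis, and a difference between sorts and embryos of the 4 plates stays open.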

How the results depend on the processing

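The choices of the main analysis and its alternatives were made before the data were examined, apart from the naming limits of clusters and the added alternatives, which were the first or last barcodes of a plate in equal parts, unnamed clusters left out of the total, AC024175.4 alone left out of the distance, the exact test by the absolute difference for the shares of the AGM, and both divisions of HSPC-like cells. Over 100 results, 953 alternatives were run. In 741 the result kept its direction and its side of the threshold, or a count stayed within 1.5 times, in 88 it no longer passed the threshold, in 15 it passed it newly, in 53 the direction was reversed and in 56 a count moved further. For all changes given below the cause was not tested, unless stated. No paired analysis was possible because the labels give the groups no shared replicate numbers.

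Shares that kept their direction in all alternatives that gave a value were those of neutrophil-like cells in the AGM (14.5 to 21.9 percentage points, 27 alternatives, adjusted p from 0.0317 to 0.889 in exact permutation tests), of erythrocyte-like cells (-13.5 to -2.97, 17) and myeloid-like cells (1.05 to 11.8, 16) in the CHT with LY294002, and of HSPC-like cells (-34.8 to -14.4, 17), erythrocyte-like cells (10.1 to 29.6, 17), myeloid-like cells (-12.0 to -1.97, 16) and skin-led cells (9.08 to 22.5, 16) in pten mutants. Neutrophil-like cells of the AGM passed an adjusted p of 0.05 only in the exact test by the absolute difference (19.4 points, p = 0.00794, adjusted p = 0.0317), because that form counts 1 assignment of the plates where 2 times the smaller tail counts 2, and none of the others passed it in any alternative. In the CHT, with 2 plates against 2 or fewer, no p of the exact permutation test can pass it. The side of the threshold therefore says nothing about stability there.

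Differences in share were reversed as follows, in percentage points. With all genes in the distance, HSPC-like cells were at 24.1 and monocyte-like cells at -36.0 in the AGM, and HSPC-like cells were at 13.3 and neutrophil-like cells at -0.0810 in the CHT with LY294002. In the AGM, these classes hold other cells than those of the main clustering, whose HSPC-like cells were split by AC024175.4. With AC024175.4 alone left out, monocyte-like cells of the AGM were at -1.55 and neutrophil-like cells of the CHT with LY294002 at -1.02. Monocyte-like cells of the AGM were also at -0.117 with a minimum of 1000 UMIs, -0.622 with 3000 UMIs, -0.973 with Leiden clustering, -0.644 with log-scaled values, -1.79 with cells thinned to 1500 UMIs, -0.808 with all genes that pass the filter, -3.39 on days 1 to 4 and -2.80 among the last barcodes. EHT-like cells were at 0.198 on days 10 to 12. Neutrophil-like cells of the CHT with LY294002 were at -0.180 with 1000 UMIs, -1.90 with Leiden clustering, -1.17 with log-scaled values, -0.787 with all genes that pass the filter and -0.990 among the first barcodes. HSPC-like cells there were at 6.70 with thinned cells. Neutrophil-like cells of pten mutants were at 0.364 without the 2% of cells with most UMIs, 3.12 without unnamed clusters and 6.00 among the first barcodes. Adjusted p over the alternatives ranged from 0.0635 to 1.00 for monocyte-like and HSPC-like cells of the AGM, from 0.222 to 1.00 for EHT-like cells, and from 0.444 to 1.00 in the CHT (exact permutation).

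Leaving out 1 plate in turn moved the difference in monocyte-like cells of the AGM from -1.002 (without C3) to 1.18 (without L5), with -0.997 without L3 and -0.886 without L4. HSPC-like cells of the CHT with LY294002 moved from -6.01 (without V1) to 0.238 (without V2), and neutrophil-like cells from -1.10 (without W2) to 1.72 (without W1), with -0.335 without V2. In pten mutants, neutrophil-like cells moved from -1.51 (without S2) to 1.33 (without S1), with 1.23 without M1.

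The share of HSPC-like cells in cluster 1 of the division with all genes in the distance differed by 30.3 points on days 1 to 4 and 77.7 on days 10 to 12, with exact permutation p of 0.333 and 0.200, which are the smallest this test gives with these numbers of plates, and without any 1 plate by 43.6 to 64.3 points with p of at most 0.0357.

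The number of genes with an adjusted p under 0.05 in edgeR depended on the tool and the filter. In the AGM, edgeR called 3 genes in HSPC-like cells (all higher), 6 in monocyte-like cells (4 higher, 2 lower) and 2 in neutrophil-like cells, DESeq2 called 103 (67 higher, 36 lower), 59 (51 and 8) and 33, and edgeR with no filter beyond 1 count 271, 216 and 136. Without the term for the sort period, edgeR called 0 in HSPC-like cells (789 at an unadjusted p under 0.05), 2 in monocyte-like cells and 1 in neutrophil-like cells. In the CHT with LY294002, the counts of edgeR, DESeq2 and no filter were 102 (51 higher, 51 lower), 3 (all higher) and 0 (915 at an unadjusted p under 0.05) in HSPC-like cells, 38, 49 and 218 in erythrocyte-like cells, and 0 (434 unadjusted), 44 (5 higher, 39 lower) and 55 in myeloid-like cells. In pten mutants they were 21, 159 and 661 in HSPC-like cells, 812, 378 and 941 in erythrocyte-like cells, and 3 (all higher), 87 (53 higher, 34 lower) and 516 in neutrophil-like cells. Between the Leiden clusters of HSPC-like cells they were 1113, 696 and 1287, and in the division with all genes in the distance 7 (2 higher, 5 lower), 3 (all lower) and 27, where differences arise in part by construction, since the clusters were formed from the expression of such genes. Library sizes without the mitochondrially encoded genes left each of these counts within 1.5 times. With no filter, the median log2 fold change of all genes was shifted by more than 0.1 in neutrophil-like cells of the AGM (0.14), in HSPC-like (-0.12), erythrocyte-like (0.20) and neutrophil-like cells (0.16) of pten mutants and between the Leiden clusters (-0.17), and so it was without S2 in neutrophil-like cells of pten mutants (0.11).

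Leaving out 1 plate in turn moved the counts of edgeR in the AGM from 0 (without C3, C4 or L1, with 772, 703 and 799 at an unadjusted p under 0.05) to 128 (without C1) in HSPC-like cells, with 1 without C2, 5 without L3 and 8 without L5, from 3 (without C2 or L1) to 10 (without C1 or L4) in monocyte-like cells, and from 0 (without C2, C3, C4, L1 or L4, with 354 to 543 unadjusted) to 17 (without C1) in neutrophil-like cells, with 4 without L2, 5 without L3 and 10 without L5. The counts of the CHT with LY294002 moved from 22 (without W1) to 113 (without W2) in HSPC-like cells, with 64 without V1, from 87 (without W1) to 304 (without V1) in erythrocyte-like cells, with 92 without W2 and 234 without V2, and from 25 (without V2) to 336 (without W2) in myeloid-like cells, with 54 without V1 and 208 without W1. In pten mutants they moved from 23 (without S2) to 171 (without M1) in HSPC-like cells, with 33 without M2, from 484 (without M2) to 821 (without S2) in erythrocyte-like cells, and from 0 (without S1 or S2, with 526 and 537 unadjusted) to 395 (without M1) in neutrophil-like cells, with 249 without M2. Without a plate, the counts between the Leiden clusters were 843 (without C3) to 1072 (without L1) and those of the division 6 (without C2) to 25 (without X3), with 22 without C1. DESeq2 was not run without a plate. In the CHT, leaving out a plate leaves a group with 1 plate, which is assumed to vary like the other group, since edgeR pools the spread.

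For named genes, the log2 fold change of AC024175.4 between the Leiden clusters no longer passed the threshold with DESeq2 (-0.16, adjusted p = 0.174) or without C2 (-0.12, adjusted p = 0.0625), and was between -0.21 (without L2) and -0.12 (without C3) without 1 plate, with adjusted p from 4.2e-11 to 0.174 over its alternatives. The log2 fold change of tmed1b, which passed no threshold in these comparisons, was reversed in many. Between the Leiden clusters it was -0.0097 with DESeq2, -0.065 with no filter and from -0.16 (without L1) to 0.094 (without X3) without 1 plate, with -0.015 without C4, and in the division it was from -1.14 (without C1) to 0.011 (without C2). In the AGM it was from -0.051 (without C3) to 0.76 (without C1) in monocyte-like cells, with -0.044 without L4, and in neutrophil-like cells -0.076 without the sort period term and from -0.19 (without L5) to 0.56 (without C1) without 1 plate, with -0.15 without C2, -0.012 without C3 and -0.18 without C4. For the CHT with LY294002, tmed1b was at -0.050 with no filter and from -0.13 (without V1) to 0.19 (without V2) in HSPC-like cells, and from -0.19 (without V1) to 0.60 (without V2) in erythrocyte-like cells. In neutrophil-like cells of pten mutants it was from -0.78 (without S1) to 0.075 (without S2). In pten mutants, ptena moved from -0.42 (without M2) to 0.56 (without M1) in HSPC-like cells and from -0.29 (without S2) to 0.29 (without S1) in erythrocyte-like cells, with 0.079 without M1, and AC024175.4 from -0.33 (without S1) to 0.074 (without S2) in erythrocyte-like cells, with 0.043 without M1. In the AGM, AC024175.4 kept a positive log2 fold change in all 3 classes and all alternatives, and passed the threshold newly in 4 of 13 alternatives in HSPC-like cells (2.08 without C1 and 2.16 without L2 among them) and in 5 of 13 in neutrophil-like cells (2.29 without C1, 2.27 without L2 and 1.92 without L5), and no longer in 6 of 12 in monocyte-like cells (1.78 without C2, 1.65 without C3, 1.76 without C4, 1.69 without L1 and 1.499 without L3). AC024175.17 no longer passed the threshold in HSPC-like cells in 5 of 13 alternatives. These were without C2 (2.17), C3 (2.12), C4 (2.204) or L1 (2.08), and without the term for the sort period. In HSPC-like cells of the AGM, tmed1b passed it newly without C1 (1.40). In erythrocyte-like cells of pten mutants, the log2 fold change of tmed1b was 0.94 without S2.

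Some alternatives gave no value. No cluster was named EHT-like with all genes in the distance, with thinned cells, with all genes that pass the filter or with the plates of both treatments left out of the clustering. With all genes in the distance no cluster of either CHT data set was named myeloid-like, and none of the pten data was named neutrophil-like with 1000 UMIs, 3000 UMIs, 7 clusters or thinned cells. The comparison between HSPC-like clusters could not be formed with 5 clusters, 7 clusters or all genes in the distance, each of which gave a single HSPC-like cluster. Some named genes did not pass the filter without certain plates, which are ENSDARG00000015599 without V1 or V2, ENSDARG00000002794 and kcnj11l without M2, and si:dkeyp-59c12.1 without S1 or S2.

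Depth limits the comparison in the CHT with LY294002, where the treated plates had 6313 and 6554 UMIs per cell (medians) and the control plates 8274 and 9438, so that depth and treatment go together, and where the difference in HSPC-like cells was 6.70 points with each cell thinned to 1500 UMIs, against -2.88 points with all UMIs. In simulated data with the depth and spread of the real plates, 15.5% of genes changed 4-fold were recovered in its myeloid-like cells and 0% in neutrophil-like cells of pten mutants, against 72% to 88% in the other classes, so that low counts of genes in these classes do not show that few genes changed. The number of cells per plate limits the shares, with 95% Wilson intervals of up to 17.5 points.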

Differences from the paper's values

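The tests of the paper took cells as replicates, while the shares here are means over plates. The groups here are wider than those of the paper, since all wells with at least 1500 UMIs were used, and the 3 plates of both treatments enter the clustering of the AGM but not its shares. The mitochondrially encoded genes and tmed1b were left out of the distance here. The paper states no such step, so that all genes in the distance is the setting nearest to its own in this respect. These are limits of the comparison. A value is said to differ when one is more than 1.5 times the other and, for shares, when they also lie further apart than the SD between plates. The alternatives counted in the next 3 paragraphs were set before the data were examined, and those added after seeing the values are named as such.

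For the CHT with LY294002, the paper gives 928 cells analysed and 684 after filtering, against 1536 wells and 1043 cells with at least 1500 UMIs here. The number of wells does not differ without any 1 of the 4 plates (1152) and differs in the other 9 alternatives, which leave it at 1536. The number of cells did not differ with a minimum of 3000 UMIs (928), without the 2% of cells with most UMIs (1020), and without V1 (822), V2 (763), W1 (768) or W2 (776), and differed in the other 7 alternatives, a minimum of 1000 UMIs, all genes in the distance, 7 clusters, Leiden clustering, log-scaled values, thinned cells and all genes that pass the filter. The paper gives 614 cells of pten mutants and siblings after filtering, against 1357 here, and all 13 alternatives differ from the paper's value, down to 991 without M2.

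In the AGM, HSPCs I and II together make up about 62% of the cells of LY294002-treated embryos in the paper (Fig. 5i, read by eye) and HSPC-like cells 29.7% here, which differs in 21 alternatives and does not with all genes in the distance (52.8%). Monocyte progenitors make up about 7% of treated cells in the paper (Fig. 5i, read by eye) and 18.0% here. This again differs in 21 alternatives and does not with all genes in the distance (10.0%), where the difference from control was -36.0 points. In that setting, a cluster with less AC024175.4 held 138 of 152 HSPC-like cells of C3 and 137 of 151 of C4, against 11 of 146 of L1. Its HSPC-like and monocyte-like classes are therefore not those of the main clustering, and its shares of them are no like-for-like match with the paper. For control embryos neither share differs in the main analysis, while 5 alternatives differ for HSPC-like and 4 for monocyte-like cells. For the CHT of control and LY294002-treated embryos, the paper shows about 18% and about 15% of erythrocyte progenitors (Fig. 6h, read by eye), against 41.9% and 35.1% here, and all 13 alternatives differ for both. Its HSPCs are at about 45% and about 59% (Fig. 6h, read by eye), against 26.0% and 23.1% here, which does not differ with all genes in the distance (43.5% and 56.9%) or with all genes that pass the filter (43.0% and 39.9%) and differs in the other 11, and for control embryos does not with AC024175.4 alone left out of the distance (33.4%), which was chosen after seeing the values. Its myeloid progenitors are at about 6% and about 5% (Fig. 6h, read by eye), against 23.8% and 33.3% here. For control embryos this does not differ with Leiden clustering (7.94%) and differs in 11 alternatives, and for treated embryos it differs in all 12.

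For siblings, the paper shows about 3% of erythrocyte progenitors (Fig. 7h, read by eye), against 11.1% here, which does not differ with all genes that pass the filter (4.20%) and differs in the other 12 alternatives. With the barcodes divided in equal parts, which was chosen after seeing the values, it does not differ among the first barcodes (2.23%, with S1 at 2.73% and S2 at 1.72%) and differs among the last (21.1%, with 23.7% and 18.6%). HSPCs of siblings are at about 35% in the paper (Fig. 7h, read by eye), against 54.2% here. This does not differ with 1000 UMIs (25.1%), 3000 UMIs (37.2%), 7 clusters (33.6%), Leiden clustering (36.9%), log-scaled values (42.8%) or thinned cells (41.3%), and differs with all genes in the distance, without the 2% of cells with most UMIs, with all genes that pass the filter and without M1, M2, S1 or S2, while it does not among the last barcodes (49.8%), chosen after seeing the values. HSPCs of mutants are at about 15% in the paper (Fig. 7h, read by eye), against 24.8% here, which does not differ with 1000 UMIs (10.7%), 3000 UMIs (11.8%), Leiden clustering (11.0%), log-scaled values (20.7%), thinned cells (20.5%) or without M1 (19.4%), and differs with all genes in the distance, 7 clusters, without the 2% of cells with most UMIs, with all genes that pass the filter and without M2, S1 or S2. It does not differ among the first (29.1%) or the last barcodes (20.9%), both chosen after seeing the values. Myeloid progenitors of mutants are at about 17% in the paper (Fig. 7h, read by eye), against 9.64% here. That does not differ with 1000 UMIs (25.2%), 3000 UMIs (23.4%), 7 clusters (23.5%), log-scaled values (13.1%), all genes that pass the filter (17.95%) or without M2 (14.6%), and differs with Leiden clustering, thinned cells, without the 2% of cells with most UMIs and without M1, S1 or S2. Chosen after seeing the values, AC024175.4 alone left out of the distance (19.7%), unnamed clusters left out of the total (12.0%) and the first barcodes (16.9%) do not differ. Neutrophil progenitors of mutants are at about 27% in the paper (Fig. 7h, read by eye), against 15.3% here, and all 9 alternatives that gave the class differ, while unnamed clusters left out of the total (19.0%) and the first barcodes (18.8%), chosen after seeing the values, do not.

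In the CHT, the paper states that LY294002 raises the share of HSPCs and lowers that of thrombocyte/erythrocyte progenitors. Here, the difference in HSPC-like cells was -2.88 percentage points. It was positive with thinned cells (6.70 points), without V2 (0.238) and with all genes in the distance (13.3). The last setting is the nearest to the paper's in its choice of genes. No cluster was named thrombocyte/erythrocyte-like in the main clustering or an alternative. For the AGM, the paper states that LY294002 lowers the share of monocyte progenitors, where the difference in monocyte-like cells was 0.170 points here. It was negative in 13 of 27 alternatives, -36.0 points with all genes in the distance and between -3.39 and -0.117 points in the other 12, of which the last barcodes and AC024175.4 alone left out of the distance were chosen after seeing the values. With all genes in the distance, the monocyte-like class is not that of the main clustering, as given above. In pten mutants, the paper states a higher share of neutrophil progenitors, and the difference in neutrophil-like cells was -0.0907 points here. This class is named less firmly, with scores of 1.06 for neutrophil and 1.02 for myeloid markers, and 38.6% of its cells had a UMI of mpx, against 25.8% of HSPC-like cells of these plates and 100% of the neutrophil-like cells of the CHT with LY294002. The difference was positive without the 2% of cells with most UMIs (0.364), without M1 (1.23) and without S1 (1.33), and with the first barcodes (6.00) and unnamed clusters left out of the total (3.12), the latter pair chosen after seeing the values.

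The paper divides the HSPCs of the AGM into a pair of clusters, which control embryos populate evenly, and finds all genes of Fig. S4 to differ between them. The main clustering here gave a single HSPC-like cluster. In the division with all genes in the distance, cluster 1 held 68.6% and 57.7% of the HSPC-like cells of control plates C1 and C2 and 6.58% and 7.28% of those of C3 and C4, a mean of 35.0%, and of the 12 genes of Fig. S4 found none had an adjusted p under 0.05 (edgeR, also with DESeq2, with no filter, with library sizes without the mitochondrially encoded genes and without any 1 plate; 299 of 7319 genes had an unadjusted p under 0.05). Between the Leiden clusters, which were compared only after seeing the values, pmp22b (log2 fold change 0.72), myb (0.31) and hmga1a (0.15) passed and the other 9 did not. These genes took part in forming the Leiden clusters, so that their differences arise in part by construction and are no independent test. The paper states that tmed1b is higher in the HSPC cluster with more AC024175.4. Its log2 fold change had that direction in the division (-0.33, adjusted p = 1.00, edgeR) and the opposite one between the Leiden clusters (0.0017, adjusted p = 0.997, edgeR), where it was negative with DESeq2 (-0.0097), with no filter (-0.065), without C4 (-0.015) and without L1 (-0.16).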

Other observations

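The tests of sort periods, of the other mitochondrially encoded genes, of the stages and of AC024175.4 alone left out of the distance, the division of HSPC-like cells, and the comparison of genes between LY294002 and the pten mutants, were chosen only after the result was seen.

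In the AGM, AC024175.4 differed between clusters of HSPC-like cells when it took part in the distance. A candidate explanation is a difference between plates or sort days. The plate means of its share in HSPC-like cells spanned 3.04 on the log2 scale and 51.3% of the variance over cells lay between plates, while between the Leiden clusters, formed without it, it differed by a log2 fold change of -0.17 and 0.504% of the variance within plates lay between them. In the division with all genes in the distance, cluster 1 held 74.3% to 93.7% of the HSPC-like cells of the 5 treated plates, 68.6% and 57.7% of those of control plates C1 and C2, and 6.58% and 7.28% of those of C3 and C4. For cells of low RNA content, 7 of 12 plates had fewer UMIs of other genes in cluster 1 and 5 had more, so that this explanation cannot be told apart with these plates. A treatment effect on AC024175.4 would bring part of the difference between plates and stays open.

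The genes of Fig. S4 were weighed against the share of UMIs taken by AC024175.4. With the mitochondrially encoded genes out of the totals, their log2 fold changes between the clusters of the division kept a median of 0.937 of their size. A ratio this high had been set as excluding the explanation before the result was seen. None of the 12 genes differed between the clusters, however, and TMM factors take such a share out of both fits, so that the explanation cannot be told apart from others here. No biological explanation was tested.

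The rise of AC024175.4 under LY294002 in the AGM was weighed against causes that the tables can address. A change of the HSPC-like cells alone is argued against by a log2 fold change of 2.02 in neutrophil-like cells, beside 1.88 in HSPC-like and 1.81 in monocyte-like cells, of which the last passed the threshold (edgeR). The sort period is argued against by a fold of 2.35 within days 1 to 4 and of 5.10 within days 10 to 12, with every treated plate above every control plate within each period, while single sort days, which differ between the treatments within days 1 to 4, stay open. A rise of all mitochondrially encoded RNA is argued against by the fold of 1.00 of the other such genes. Between the stages, the rise was 1.68 in the AGM and 0.56 in the CHT (log2 of the share in all cells), and the difference of 1.12 had an exact permutation p of 0.184 (two-sided, adjusted p = 0.276), so that a difference between the stages was not shown. The corresponding difference for the share of HSPC-like cells was -8.98 percentage points (exact permutation p = 0.317). In pten mutants, AC024175.4 took 4.67% of the UMIs of all cells and in siblings 5.54% (n = 2 plates each, exact permutation p = 0.333). An effect of LY294002 on this transcript may be named as a hypothesis, and a difference between plates that is not the treatment stays open.

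With all genes in the distance, the share of HSPC-like cells was higher under LY294002, by 24.1 percentage points in the AGM and 13.3 points in the CHT. AC024175.4 in the distance is a candidate explanation, since with this gene alone left out the differences were -9.97 and -4.98 points. The test was run on the data in which the pattern was seen, and a biological difference in HSPC-like cells was not tested apart from it.

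On the plates of both treatments, whose wells have no treatment here, AC024175.4 took 4.29% (X1), 5.08% (X2) and 1.87% (X3) of the UMIs of all cells. HSPC-like cells made up 63.4%, 44.5% and 28.0% of their cells and neutrophil-like cells 7.04%, 19.6% and 31.3%. Cluster 1 of the division held 85.6%, 93.4% and 25.7% of their HSPC-like cells.

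Of the 21 genes called in HSPC-like cells of pten mutants, 10 were tested in HSPC-like cells under LY294002 in the CHT, and 7 of these changed in the opposite direction, against 49.6% of all genes. Called in both were txnipa (log2 fold change -3.89 in mutants and 0.91 under LY294002, adjusted p = 0.0014, edgeR), chac1 (2.00 and -0.79) and hagh (1.98 and -1.62), which were named after their values were seen. In erythrocyte-like cells, 14 genes were called in both and 10 of them had the same sign, and 46.7% of the larger set called in the mutants changed in the opposite direction, which argues against a general opposition, and for these 3 genes an opposition between inhibitor and mutant is a hypothesis that was not tested further.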
